# Six1 promotes skeletal muscle thyroid hormone response through regulation of the MCT10 transporter

**DOI:** 10.1186/s13395-021-00281-6

**Published:** 2021-11-19

**Authors:** John Girgis, Dabo Yang, Imane Chakroun, Yubing Liu, Alexandre Blais

## Abstract

**Background:**

The *Six1* transcription factor is implicated in controlling the development of several tissue types, notably skeletal muscle. *Six1* also contributes to muscle metabolism and its activity is associated with the fast-twitch, glycolytic phenotype. *Six1* regulates the expression of certain genes of the fast muscle program by directly stimulating their transcription or indirectly acting through a long non-coding RNA. We hypothesized that additional mechanisms of action of *Six1* might be at play.

**Methods:**

A combined analysis of gene expression profiling and genome-wide location analysis data was performed. Results were validated using in vivo RNA interference loss-of-function assays followed by measurement of gene expression by RT-PCR and transcriptional reporter assays.

**Results:**

The *Slc16a10* gene, encoding the thyroid hormone transmembrane transporter MCT10, was identified as a gene with a transcriptional enhancer directly bound by *Six1* and requiring *Six1* activity for full expression in adult mouse tibialis anterior, a predominantly fast-twitch muscle. Of the various thyroid hormone transporters, MCT10 mRNA was found to be the most abundant in skeletal muscle, and to have a stronger expression in fast-twitch compared to slow-twitch muscle groups. Loss-of-function of MCT10 in the tibialis anterior recapitulated the effect of *Six1* on the expression of fast-twitch muscle genes and led to lower activity of a thyroid hormone receptor-dependent reporter gene.

**Conclusions:**

These results shed light on the molecular mechanisms controlling the tissue expression profile of MCT10 and identify modulation of the thyroid hormone signaling pathway as an additional mechanism by which *Six1* influences skeletal muscle metabolism.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-021-00281-6.

## Background

The Six family of transcription factors (TFs) are a group of six homeodomain proteins that share a conserved, characteristic Six domain [1, 2]. They were discovered through complementation experiments to the *Drosophila sine oculis* gene, which is essential for the development of the fruit fly compound eyes [3]. Homologs of the Six family of proteins have been discovered across the animal kingdom [4–6] and strong evidence exists that the Six TF-related regulatory network developed evolutionarily prior to the divergence of vertebrates [7]. Six family gene knockout models highlight that these TFs play crucial roles at a global level in the development of several tissue types including skeletal muscle [8], kidney [9, 10], neurones [11], cardiac muscle [12], eyes [13], and gonads [14].

In skeletal muscle, *Six1* and *Six4* have been shown to be involved in the transcriptional expression of Myogenin [15–17], a myogenic regulatory factor (MRF) essential for terminal differentiation of skeletal myofibers [18, 19]. Cooperative interactions between the MRFs and the Six TFs regulate downstream targets of both families of TFs, expressing key genes in the processes of muscle stem cell proliferation, fusion, and differentiation [17, 20–23]. The role of *Six1* in developing muscle is essential, as *Six1* knockout mice die at birth due to improperly formed diaphragms [24]. In adult muscle stem cells, Six1 and Six4 are both essential for tissue regeneration following an injury [22, 25]. Comparatively, the role of the Six TFs in adult muscle homeostasis is arguably less well understood. In adult mature skeletal muscle, forced expression of *Six1* and its cofactor *Eya1* is sufficient to reprogram slow-twitch oxidative muscles toward a fast-twitch glycolytic phenotype [26]. Conversely, myofiber-specific *Six1* conditional knockout (Six1-cKO) mice exhibit a switch toward a slow-twitch muscle phenotype, typified by expression of slow-twitch Myosin and Troponin isoforms [27, 28].

The main proposed mechanism for *Six1* regulation of adult muscle fiber-type is through direct and positive transcriptional regulation of Linc-MYH, a long non-coding RNA [28]. Linc-MYH knockdown recapitulates a majority of *Six1* knockout condition phenotypes, albeit to about 80% of the magnitude of effect, and is incapable of significantly increasing slow-twitch Myosin isoform expression. This partial recapitulation of the *Six1* knockout phenotype suggests that additional pathways that regulate fiber-type specification may simultaneously be under *Six1* regulatory control. While many regulatory networks are implicated in fiber-type maintenance in adult skeletal muscle, including Calcineurin/NFAT signaling [29], the AMPK axis [30], PGC-1α [31], Sox6 [32], and thyroid hormones (TH) signaling [33], the exact hierarchy and interplay between the different signaling and transcription pathways in the maintenance of adult muscle phenotype is unclear.

Here, we report findings on the implication of *Six1* in regulating the TH pathway. Similar to the Six TFs, TH play a crucial role in mammalian health, participating in the development, differentiation, growth, and metabolic homeostasis of various tissues, including the brain, muscles, liver, and pancreas [34]. TH exist in two main forms, T_4_ and T_3_ and can affect cellular metabolism either through genomic or nongenomic regulation [35]. While T_4_ has been shown to have a larger role in nongenomic interactions [36], T_3_ is the main genomically active form of TH acting as a ligand to activate thyroid receptor TFs (coded by the *Thra* or *Thrb* genes) to bind TH response elements (TREs) in the regulatory regions of target genes and modulate their transcription levels [37].

In skeletal muscles, TH activity regulates the processes of myogenesis and muscle regeneration [38, 39], contractile structure [40], energy expenditure [41], mitochondrial thermogenesis, fatty acid oxidation [42], glucose uptake [40], insulin responsiveness [43], and autophagy [44]. In the context of muscle fiber type specification, hyperthyroidism promotes fast-twitch muscle phenotypes, while hypothyroidism is associated with a switch toward slow-twitch phenotype [45, 46]. Mechanistically, TH receptors have been shown to directly control the expression of certain genes associated to the fast-twitch phenotype [47] and to indirectly antagonize the slow-twitch program by upregulating miR-133a1, which in turn downregulates Tead1, a TF driving the slow-twitch program [33, 48]. T_3_ has been demonstrated to regulate the expression of multiple MRFs, supported by the discovery of functional TREs driving mRNA transcription of *Myod1* [49] and *Myog* [50]. Hyperthyroidism has been shown to push satellite cells toward expressing higher amounts of *Myod1* [51], and conversely, hypothyroidism impedes myogenic differentiation [52].

Due to the inability of TH to passively diffuse across lipid bilayers, tissue-specific hormone transporters are required for the cellular efflux and uptake of both T4 and T3 [53]. Several proteins have the ability to transport TH across membranes. They differ in their substrate specificity, tissue expression profile, and whether they operate primarily in hormone influx or efflux [54]. MCT8, MCT10, OATP1C1, LAT1, and LAT2 (encoded by the genes *Slc16a2*, *Slc16a10*, *Slco1c1*, *Slc7a5*, and *Slc7a8*, respectively) are the most relevant to TH cellular influx [53]. MCT8 knockout mice present with a regulatory shift away from slow-twitch toward fast-twitch skeletal muscle gene expression [55, 56]. Interestingly, MCT8 is expressed only at low levels in skeletal muscle, and the effect of MCT8 loss-of-function in this tissue are explained by the increased circulating T3 levels in these animals, driving hormone influx and downstream gene activation [55]. MCT8-deficient mice also display impaired muscle regeneration following a myotrauma [57]. MCT8 is detected in muscle satellite cells, the adult stem cells responsible for this process, and specific deletion of MCT8 in this cell type impairs their differentiation, indicating that the regeneration defects in constitutive MCT8 knockout mice are not exclusively due to their above-mentioned serum TH imbalance [57]. MCT10 is a protein structurally related to MCT8 and is expressed at higher levels in skeletal muscle, compared to MCT8 [54]. Yet, less is known about the role MCT10 plays in skeletal muscles. It has been demonstrated recently that in the gastrocnemius muscle, the mRNA levels of MCT10, but not those of MCT8, increase linearly during the aging process of mice, suggesting a potential homeostatic regulatory role for MCT10 [58]. OATP1C1 expression in rodents is mostly restricted to the brain, but its expression has also been detected in muscle satellite cells that are activated by in vitro culture [57]. Finally, LAT1 and LAT2 can also participate in TH uptake [59, 60]. While LAT2 is the most highly expressed of the two in skeletal muscle [53], the mRNA of LAT1 appears more abundant than that of LAT2 in muscle satellite cells [57]. Muscle-specific knockout of LAT1 blunts mTOR-S6K pathway activation by leucine exposure in this tissue [61].

There is paucity of studies on the mechanisms underlying the tissue-specific expression profiles of the various TH transporters [54, 62]. Additionally, to our knowledge, no study has directly investigated links between Six TF and TH functions. The overlapping regulatory roles of both pathways in the regulation of MRF expression [15, 50] and skeletal muscle type specification [28, 33, 63, 64], suggests an interplay between the two regulatory networks worth investigating. With this study, we demonstrate that the thyroid transporter MCT10 is under direct transcriptional control of Six1 in adult skeletal muscle.

## Results

### Strong correlation between Six1 function and the fast-twitch muscle program

We were initially interested in identifying genes under the direct control of Six1 and which might be associated with the fast-twitch phenotype. For this, we analyzed two gene expression profiling datasets. First, the dataset of Sakakibara et al. provides microarray gene expression profiles in gastrocnemius muscle in wild-type and in muscle-specific Six1 knock-out adult mice (Six1-cKO) [28]. Second, the muscleDB dataset from Terry et al. provides RNA sequencing (RNA-seq) expression profiles in several different murine muscle groups [65]. We started by identifying genes differentially expressed in Six1-cKO gastrocnemius and found 204 genes requiring Six1 for normal expression levels (Fig. 1A; 86 genes less expressed in Six1-cKO and 118 more expressed). To examine in what proportion the genes deregulated in Six1-cKO gastrocnemius are associated with fast- or slow-twitch specific expression programs, we considered their expression in the muscleDB dataset. We limited the analysis to a subset of muscle groups that are predominantly fast-twitch (extensor digitorum longus (EDL), quadriceps, tibialis anterior (TA), gastrocnemius, plantaris, classified in cluster 1 in muscleDB) or slow-twitch (soleus, flexor digitorum brevis (FDB), diaphragm, classified in cluster 2 in muscleDB). We observed a striking association between gene downregulation in the absence of Six1 and genes being normally more highly expressed in fast-twitch muscles, and vice-versa between upregulation in the Six1-cKO and higher gene expression in slow-twitch muscles (Fig. 1B). A Pearson correlation coefficient of −0.72 with two-tailed *T* test *p* value smaller than 0.05 was calculated between the log fold-changes (Six1-cKO minus WT and fast minus slow) of these genes (Fig. 1C).

**Fig. 1:**
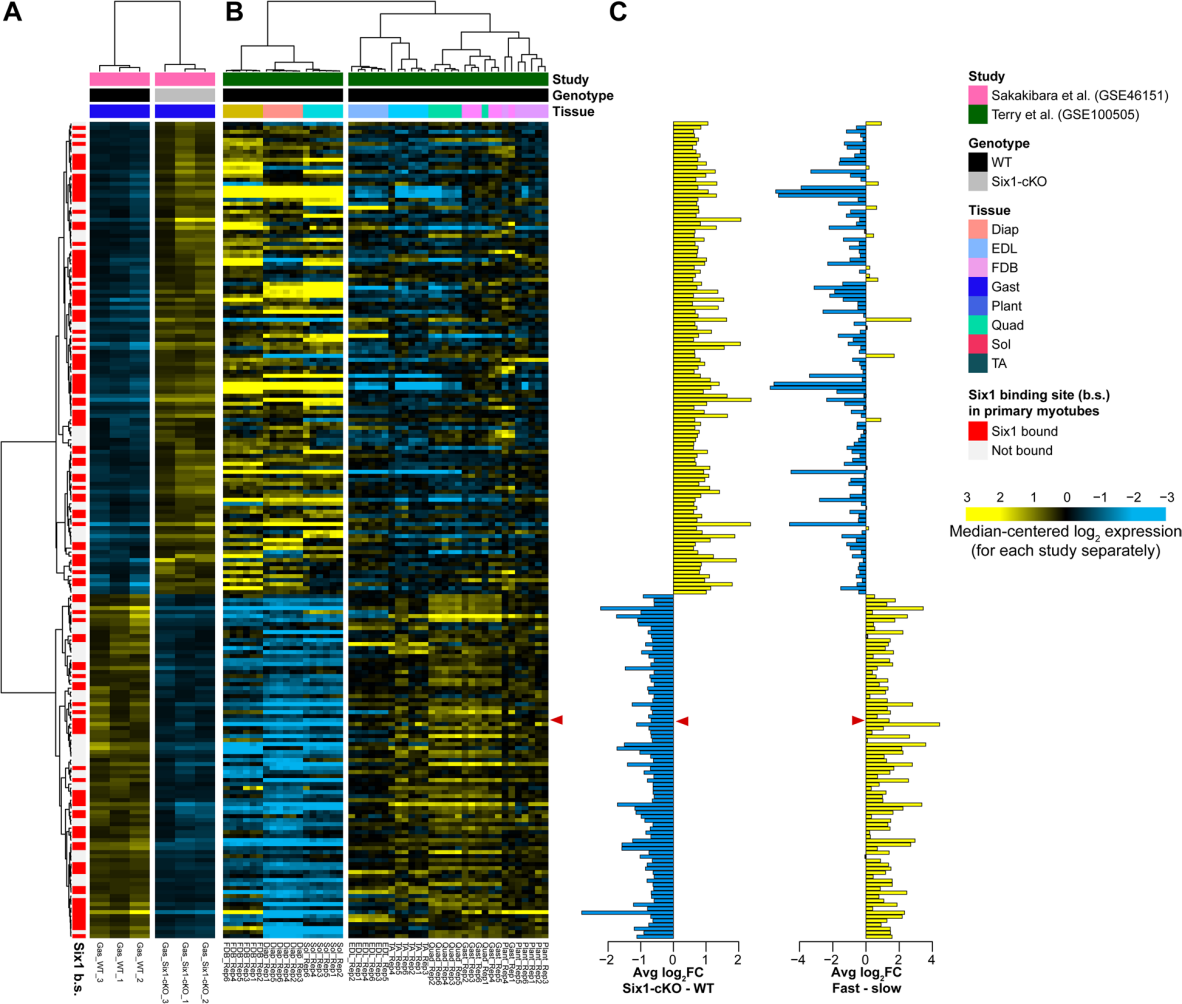
Skeletal muscle group distribution and Six1 dependence of gene expression. DNA microarray gene expression profiling from Sakakibara et al. was analyzed to identify differentially expressed genes in the gastrocnemius muscles of wild-type versus Six1-cKO mice. The cut-offs used were abs (log_2_FC) > 0.58 and Benjamini-Hochberg adjusted *p* value < 0.05. Genes were annotated based on whether their transcription start sites are within 50 kb of a Six1-binding site in primary myotubes (red bars). Pearson correlation hierarchical clustering was applied to rows (genes) and columns (samples). To further annotate these Six1-dependent genes, their expression from RNA-seq performed in several muscle tissue groups from the muscleDB database (Terry et al.) was also plotted. The rows retained the clustering solution order from the Sakakibara study, and columns were independently clustered by Pearson correlation (clustering performed separately from the Sakakibara data). The log_2_ fold changes of each gene in the two experiments are shown in the vertical histograms, blue and yellow bars indicating negative and positive values, respectively. A red arrowhead indicates where the *Slc16a10* gene appears in these graphs. The gene symbols in this figure are also listed in supplementary Table S7

To increase the likelihood that the genes identified by this analysis are direct transcriptional targets of Six1, the genes were annotated for proximity to a Six1-binding site. 

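Six1 occupancy was mapped in primary mouse myoblasts in growth phase (0 h) and in myotubes differentiated for 48 h, with 1 anti-Six1 library in each. The labels list 1 IgG library and 1 input library, both from myoblasts. ChIP-seq sequences the DNA that comes down with an antibody against a chromatin-bound protein, so that sites bound by the protein show as local piles of reads, called peaks. The authors aligned the reads to the mm9 mouse genome with STAR, marked duplicates with Picard, called peaks per library with MACS2 and divided compound peaks with PeakSplitter at a cut-off of 70 reads. Peaks that overlapped input peaks, IgG peaks or blacklisted regions were removed. Each deposited list gives the position, the summit and the height of every peak, the height being the authors' own value for the read pileup at the summit. Heights served here only to describe, rank or filter peaks within 1 list. They are whole multiples, within 0.02, of a step of 0.996 in MB and 0.949 in MT, and the lowest lie at 70.7 and 70.2. Overlap was counted from 1 bp, and start sites came from protein-coding and lincRNA genes of the GENCODE annotation for this build. With no replicate of either condition, values are described and not tested between cultures, and intervals cover counting error only. The total reads per library are not in these lists, so the depth is unknown.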

Six1-bound genomic loci were identified by chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq). Primary myoblasts were isolated and kept in growth phase (MB) or induced to differentiate for 48 h, a duration yielding large and fully differentiated primary myotubes (MT). ChIP-seq was performed with an anti-Six1 antibody or control IgG in MB and MT samples. We identified 11,664 high confidence peaks in MB and 7624 peaks in MT; 3985 regions were bound by Six1 in both MB and MT (Fig. 2A and Tables S1 and S2). 

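More Six1 peaks were called in myoblasts than in myotubes, and most of the myoblast peaks overlapped none called in myotubes. The deposited lists hold 11749 peaks in MB and 7713 in MT, which join into 15304 separate regions. Of these, 7679 were bound in MB only, 3986 in both and 3639 in MT only. Regions holding an MB peak numbered 11665 and those holding an MT peak 7625, close to the 11664 and 7624 peaks the paper gives. The tallest MB peak, of height 1072, lay in an intron of Xrcc5, a DNA repair gene, and overlapped the MT peak ranked 366. At Khk, the tallest MT peak, of height 696, met the MB peak ranked 3. A total of 4070 MB peaks (34.6%, 95% Wilson interval 33.8 to 35.5) overlapped an MT peak, and 4074 MT peaks (52.8%, 51.7 to 53.9) overlapped an MB peak. When MT peaks were rotated along their chromosomes, a mean of 25.8 overlapped an MB peak over 100 rotations. Shared peaks were the taller ones, with a median height of 120 in MB against 86.6 for MB-only peaks, and of 108 in MT against 88.3 for MT-only peaks. With peaks divided by height into 10 equal groups, 12.9% of the shortest and 79.8% of the tallest MB group overlapped an MT peak; in MT the corresponding shares were 38.1% and 83.2%. Among peaks of height at least 150, 592 regions were bound in both conditions, 1158 in MB only and 696 in MT only.

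**Figure D1:**
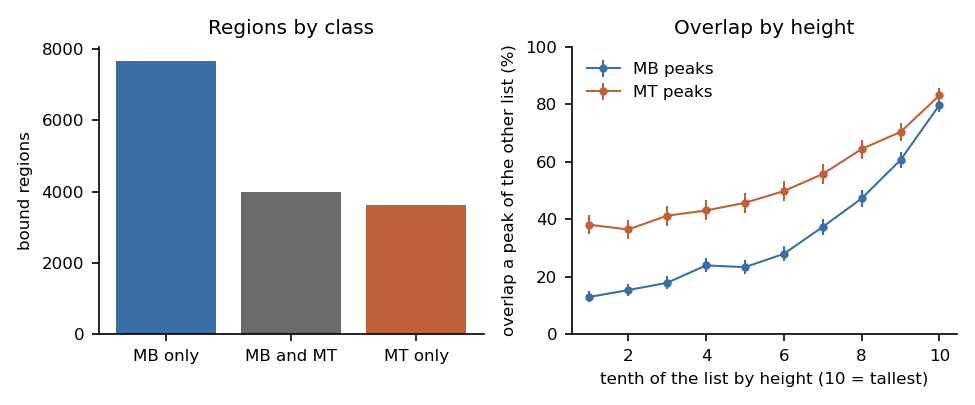
Left, number of regions bound by Six1 in MB only (7679), in MB and MT (3986) or in MT only (3639). Right, percent of peaks that overlap a peak of the other list, by height in 10 equal groups, with 95% Wilson intervals; the share climbs from 12.9% to 79.8% in MB and from 38.1% to 83.2% in MT.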

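Introns and intergenic sequence took most Six1 peaks by number, and promoters a smaller part. How much of the chromosomes each of these classes covers was not counted. Intergenic peaks were 43.7% of the MB list and 43.2% of the MT list, and intronic peaks 42.8% and 45.8%. Promoters, the 1 kb on either side of a start site, held 10.7% of MB peaks (95% interval 10.1 to 11.2) and 8.60% of MT peaks (7.99 to 9.24). Within 5 kb of a start site lay 2744 MB peaks (23.4%, 22.6 to 24.1) and 1626 MT peaks (21.1%, 20.2 to 22.0), while such sequence makes up 12.2% of the chromosomes. Sites bound only in MT were the most distal, with 17.7% within 5 kb against 24.1% of the MT peaks shared with MB. The median distance to the nearest start site was 21.7 kb in MB and 22.1 kb in MT. Promoter-proximal examples include Gabarap, an autophagy gene, with the MB peak ranked 7 at 0.08 kb from its start site, and Asb15, with the MT peak ranked 3 at -0.402 kb. Chrng, which encodes the fetal subunit of the muscle acetylcholine receptor, had a shared peak at -0.143 kb that ranked 46 in MB and 52 in MT.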

Approximately 20% of binding sites were found to be close to the transcription start sites of genes (within 5 kb of the start site); the majority of binding sites however were further from the start sites, suggesting that a sizeable fraction of Six1 target sites represent distal transcriptional enhancers (Fig. 2B and C). In general, the results were highly comparable to results of ChIP-on-chip experiments performed in C2C12 myoblasts [17]; examples of the ChIP-seq read density coverage are provided (Fig. S1A). 

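MEF3, the sequence element bound by the Six1 family, stood out at the centre of Six1 peaks. A match to TCANRTTWC lay within 100 bp around the summit in 25.3% of regions bound in MB only, 37.2% of regions bound in both conditions and 22.5% of regions bound in MT only. In the same sequences shuffled with their dinucleotides kept, the shares were 1.24%, 1.26% and 0.879%. The word TCAGGTTTC was the most frequent match in each class, with 326 of 2607 matches in MB-only regions, 319 of 1885 in shared regions and 169 of 987 in MT-only regions. Matches sat close to the summit, at a median of 20 bp in MB-only, 16 bp in shared and 14 bp in MT-only regions. The Myog promoter holds this word at 1:136186497 to 136186505, and the upstream site of Myh7 holds it at 14:55616324 to 55616332.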

De novo DNA sequence motif analysis identified the MEF3 sequence element as the most enriched among Six1-binding sites (motif M1, Fig. 2D), a result also found in our earlier study from C2C12 cells [66]. Among 7679 regions bound only in MB, 4311 have at least one occurrence of the MEF3 motif (56%). In sequences bound only in myotubes, the proportion is similar, at 58%. 

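Across the whole width of each region, MEF3 matches were most frequent in regions bound by Six1 in both MB and MT. There, 1697 of 3984 regions had a match (42.6%, 95% interval 41.1 to 44.1). Regions bound in MB only had one in 2397 of 7673 cases (31.2%, 30.2 to 32.3), and regions bound in MT only in 941 of 3639 (25.9%, 24.5 to 27.3). Shuffled sequences gave 5.65%, 6.03% and 4.04% in the same order. More than 1 copy was present in 156 shared, 171 MB-only and 44 MT-only regions. The most copies in 1 region were 24 in shared, 18 in MB-only and 3 in MT-only regions. The intronic Xrcc5 peak held 6 copies with 7 CAGCTG E-boxes. Khk and Pbx1 each had a shared peak with 2 MEF3 copies. Taller peaks carried the element more often: among peaks of height at least 150, the shares were 58.3% in shared, 46.9% in MB-only and 43.0% in MT-only regions. These classes were redrawn from the peaks kept, so the last 2 include regions with a lower peak in the other list.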

A larger proportion (72%) of regions bound by Six1 in MB and MT has at least one MEF3 site. Other motifs recognized by TFs known to be implicated in myogenesis are among the most enriched, including AP-1 (M3 [67–70]), the MRFs (E-box element, M2 [71, 72]), Runx1 (M5 [73–75]), and Mef2 factors (M6 [76–78]). 

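AP-1, E-box and MEF2 motifs were spread unevenly over the 3 classes of Six1 sites, and RUNX less so. AP-1 matches, bound by Fos and Jun proteins, were present in 36.5% of MB-only regions (95% interval 35.4 to 37.6), 25.3% of shared regions (24.0 to 26.7) and 8.41% of MT-only regions (7.55 to 9.36), where shuffled sequences gave 7.69%. The E-box CAGCTG, bound by the MRFs, was found in 31.0% of MB-only, 47.5% of shared and 42.1% of MT-only regions, against 17.8%, 23.4% and 19.7% in shuffled sequences. MEF2 matches rose across the classes, from 3.83% in MB only to 7.10% in shared and 10.9% in MT-only regions. RUNX matches, bound by Runx1, were present in 56.3%, 61.4% and 53.5%, with 42.2%, 46.6% and 37.5% in shuffled sequences. Within MB-only regions, AP-1 matches were less frequent beside a MEF3 match (26.6%) than without one (41.0%), and the E-box differed in the same direction (25.2% and 33.6%). In shared regions the E-box was present in 42.4% of those with MEF3 and 51.4% of those without. With only 100 bp around the summit searched, E-box shares were 11.5%, 19.4% and 20.2% in MB-only, shared and MT-only regions. Shuffled sequences gave 4.87%, 6.35% and 6.76%. AP-1 shares were 18.2%, 10.6% and 2.45%. RUNX shares were 23.2%, 25.5% and 26.7%, so that MT-only regions went from the lowest RUNX share to the highest. Shuffled RUNX shares rose in the same order (13.5%, 14.5% and 15.8%). RUNX stood at 1.72, 1.76 and 1.69 times the shuffled share.

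**Figure D2:**
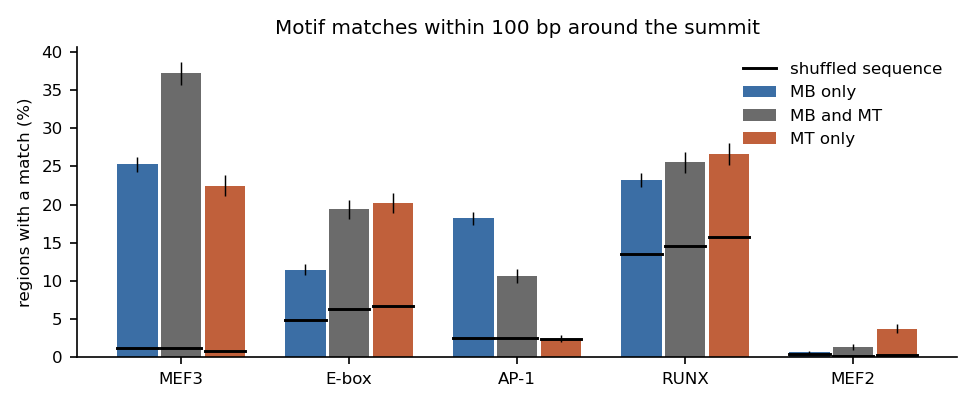
Percent of regions with a match to each motif within 100 bp around the summit, for regions bound by Six1 in MB only, MB and MT, or MT only. Error bars are 95% Wilson intervals and black lines the same sequences shuffled; MEF3 reaches 37.2% in shared regions and AP-1 falls to 2.45% in MT-only regions.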

The MEF3 and E-box elements are most enriched among the Six1-binding sites found in both MB and MT while the AP-1 motif is most abundant in Six1-binding sites in MB only or MB and MT. This is corroborated by the observation that anti-c-Jun ChIP-seq read density [73] is highest among the loci bound by Six1 in MB only or MB and MT. Likewise, the signal of anti-MyoD ChIP-seq is highest among the sites bound by Six1 in MB and MT or MT only (Fig. S1B). This proximity on chromatin between Six1 and MyoD highlights the fact that the two factors cooperate in regulating gene expression [17]. The condition-specific Six1-binding sites were mirrored by the profile of H3K4 mono-methylation (H3K4me1) in MB and MT (Fig. S1B): sites bound in MB only are characterized by the highest H3K4me1 ChIP-seq signal in MB, while those bound in MT only have higher H3K4me1 signal in the corresponding sample type. A comparable situation was witnessed with histone H3 lysine 27 acetylation (H3K27ac), where Six1 binding in MB is associated with highest H3K27ac signal in MB, and the highest H3K27ac signal is seen at Six1-binding sites in MT. The Six1-binding sites in cultured MT are relevant to mature skeletal muscle tissue, as they display noticeable H3K4me2 and H3K27ac signal, and open chromatin feature, in gastrocnemius and soleus muscles. The presence of H3K4me1 and H3K4me2 signal at Six1-bound loci reinforces the notion that this TF binds functional distal enhancers. Finally, gene ontology (GO) term enrichment analysis was used to examine the biological processes that the Six1-bound genes participate to (Fig. 2E). 

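Genes of the muscle contractile apparatus and of myogenesis had Six1 peaks far more often than genes at large. Of 81 genes in 5 textbook muscle lists, 65 (80.2%) were the nearest gene to a peak within 50 kb in MB or MT, against 25.8% of all 23625 genes considered. Random lists of genes matched on the length of sequence nearest to each gene gave a median of 27.2%, with a central 95% of 18.5 to 37.0%. Fast sarcomere and calcium handling genes had a peak in 17 of 21 cases, 9 of them in MT only and 1 in MB only. Among these, Myl1, a fast myosin light chain, had 7 MT peaks and Casq1, the fast calsequestrin, an MT peak of height 198 at -1.93 kb. Slow sarcomere and calcium handling genes had one in 14 of 17 cases, mostly in both conditions (11), including Tnnc1 with a peak at 1.12 kb that ranked 118 in MT. Embryonic and neonatal muscle genes were bound in 10 of 12 cases, 5 of them in MT only, and myogenic transcription factors in 13 of 16. Myod1, a master regulator of myogenesis, had 6 peaks in each list, the tallest at -23.1 kb. Genes of myoblast fusion and cell adhesion had a peak in 12 of 16 cases, 11 of them in both conditions. The genes with a peak numbered 5157 in MB and 3513 in MT, and 9898 and 7023 when every start site within 50 kb was counted. Among peaks of height at least 150, 35.8% of the muscle genes had a peak. Of all 23625 genes, 1070 then had one in MB and 774 in MT. The random lists were drawn at all heights and give no range for this cut-off.

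**Figure D3:**
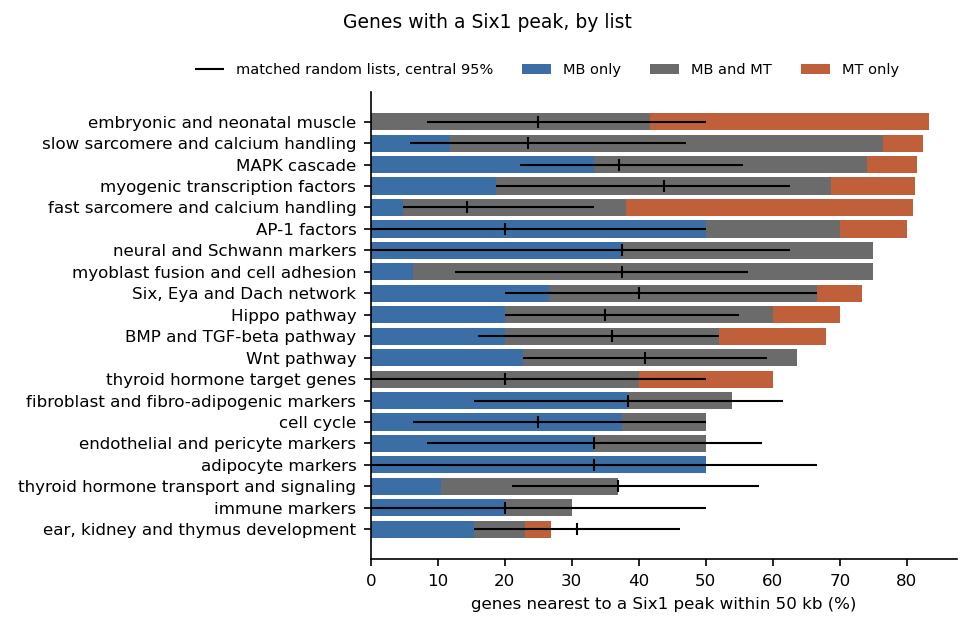
Percent of the genes of each list that are the nearest gene to a Six1 peak within 50 kb, divided into genes with a peak in MB only, in both, or in MT only. Black lines give the central 95% of 10000 random lists matched on the sequence nearest to each gene, with a tick at the median; fast sarcomere genes reach 81.0% and ear, kidney and thymus genes 26.9%.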

As expected, terms related to muscle development and function show a significant enrichment. GO terms associated with several signaling pathways are significantly represented among *Six1*-bound genes, including the Wnt, BMP, and Hippo pathways and the MAPK cascade. 

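Components of each of the 4 pathways were found near Six1 peaks. MAPK cascade genes had a peak in 22 of 27 cases, 9 of them in MB only, against a central 95% of 22.2 to 55.6% in matched random lists. Dusp6, which inactivates ERK, had a shared intronic peak that ranked 49 in MB and 377 in MT. Hippo pathway genes had a peak in 14 of 20 cases; Amotl1 carried a shared peak at -26.8 kb that ranked 12 in MB and 6 in MT, and Tead1, a DNA-binding partner of Yap, had 10 peaks in MT and 6 in MB. BMP and TGF-beta pathway genes had a peak in 17 of 25 cases, and the signal transducer Smad3 had the MT peak ranked 9, in an intron. Wnt pathway genes had a peak in 14 of 22 cases, none of them in MT only; Tcf7l1, a transcriptional partner of beta-catenin, had 4 MB and 3 MT peaks. The Wnt share of 63.6% lay above the central 95% of matched lists, 22.7 to 59.1%. AP-1 factors, whose motif marks the MB sites, had a peak in 8 of 10 cases, 5 of them in MB only. Six1 family members and their Eya and Dach partners were bound in 11 of 15 cases, including Six1 itself with 8 MB and 5 MT peaks.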

Interestingly, and as noted in our earlier study performed in C2C12 cells, GO terms associated with the development of other tissues known to be affected in *Six1* knockout mice, such as the ear, kidney, and thymus, are also significantly enriched [8, 9, 79].

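Of 26 genes in a textbook list for ear, kidney and thymus development, 7 were the nearest gene to a Six1 peak within 50 kb (26.9%), and 12 had one when any start site within 50 kb was counted. The 7 genes were 4 in MB only, 2 in both and 1 in MT only, and matched random lists of nearest genes gave a median of 30.8% and a central 95% of 15.4 to 46.2%. Sox9, a regulator of cartilage and of several organs, had a shared peak at 33.7 kb that ranked 132 in MT, and Gdnf, a growth factor of kidney development, had MB peaks only. Markers of cells other than muscle were also counted. Neural and Schwann markers had a peak in 6 of 8 cases (75%), above the central 95% of 0 to 62.5% in matched lists. The other marker lists lay inside their ranges, with fibroblast and fibro-adipogenic markers at 7 of 13, endothelial and pericyte markers at 6 of 12, adipocyte markers at 3 of 6 and immune markers at 3 of 10. Cell cycle genes had one in 8 of 16 cases, 6 of them in MB only, and Myc had 1 MB peak of height 158. A list drawn from textbooks is not a gene ontology term, and no ontology file was at hand.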

**Fig. 2:**
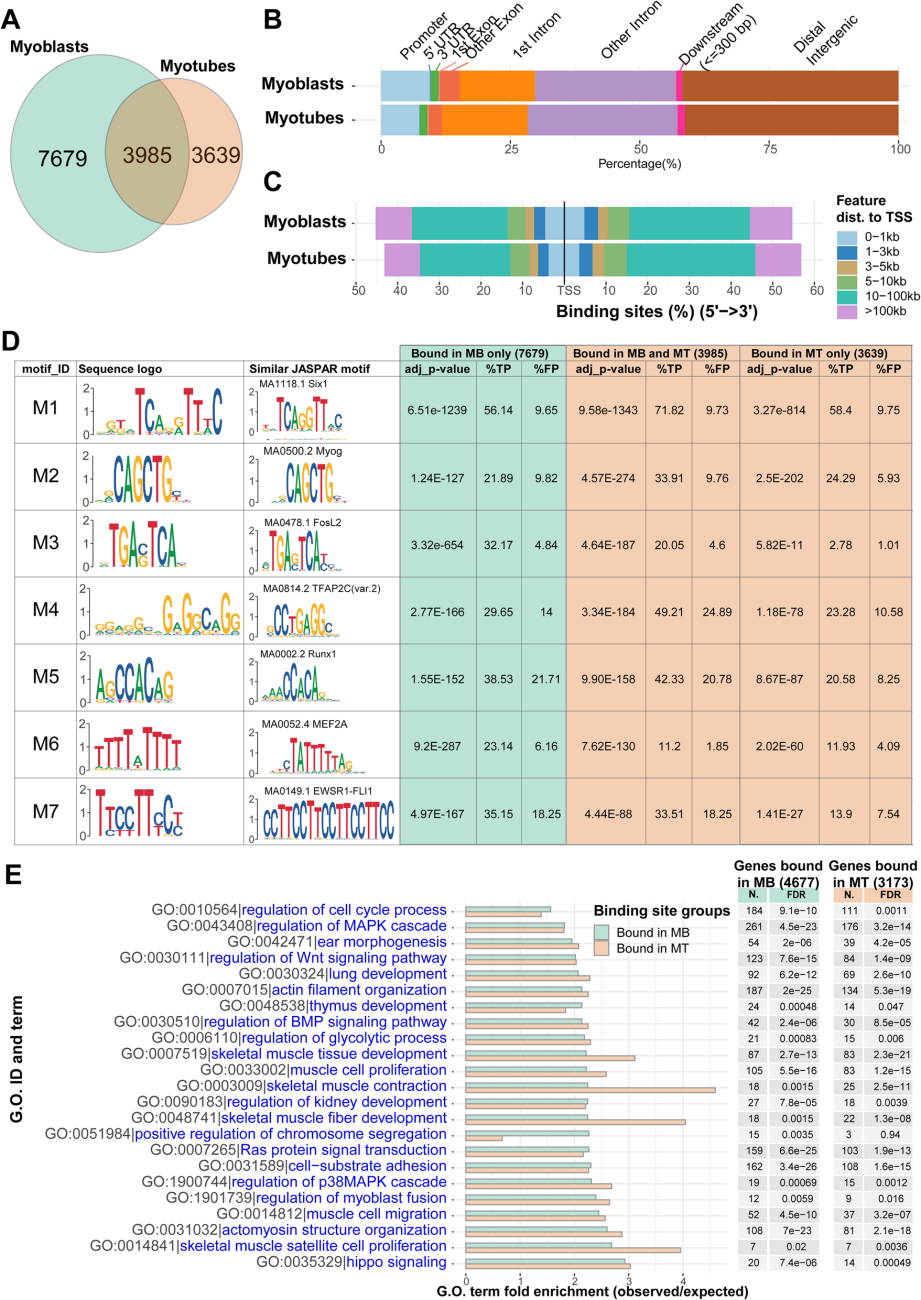
Discovery and analysis of Six1-binding sites in primary myoblasts and myotubes. **A** Venn diagram showing the overlap between Six1-binding peaks in MB and MT. **B** Proportion of Six1-binding sites, in MB or MT, that overlap various gene features. In this analysis, promoters are defined as the 2 kb region centered at the transcription start site of genes, and the downstream region is defined as the 300 base pairs immediately following the transcription end sites. **C** Distribution of Six1-binding sites around transcription start sites of genes, in MB and MT. **D** Results from de novo motif finding using MEME. Redundant motifs and those with lower MEME scores were removed. For each new motif, the most similar motif from the JASPAR database is shown. The enrichment of each motif, in the indicated set of binding site sequences, was calculated. %TP and %FP represent the true positive and false positive percentages, respectively. The Bonferroni-adjusted *p* value is given under “adj_p-value.” **E** Biological process GO term enrichment among genes bound by Six1 (all genes within 50 kb of a site bound in MB or bound in MT). Selected terms are shown. N, number of Six1-bound genes with a given annotation; FDR, false discovery rate. The total number of genes assigned to the Six1 peaks is indicated at the top of the respective columns

We annotated the gene expression profiling data with information on whether the genes have a nearby *Six1*-binding site (Fig. 1A, red bars in the row annotations). Nearly half of the differentially expressed genes in Six1-cKO muscle (100 out of 204) have a *Six1*-binding site in MT in their vicinity. Interestingly, genes upregulated in Six1-cKO were as likely to be bound by *Six1* in MT (57 of 118 genes have a Six1-binding site) as the genes downregulated in Six1-cKO (43 of 86). This analysis reveals that genes likely to be directly activated by *Six1* in the gastrocnemius muscle are strongly associated with the fast-twitch phenotype.

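Slc16a10 and Me1 were among the genes lower in Six1-cKO that had a Six1 peak in myotubes. Of the 86 lower genes in Table S5, 37 were the nearest gene to an MT peak within 50 kb (43.0%, 95% interval 33.1 to 53.6), and of 117 higher genes found in the annotation, 66 were (56.4%, 47.4 to 65.1). Together these are 103 of 203 genes (50.7%), against 14.9% of all genes considered. Random lists matched on the length of sequence nearest to each gene had smaller shares. Their median was 24.4% for the lower genes (central 95% 16.3 to 32.6%) and 18.8% for the higher genes (12.8 to 25.6%). Fisher's exact test gave an odds ratio of 1.71 (95% interval 0.941 to 3.13, two-sided p = 0.0659) for a peak near higher against lower genes. It compares gene lists with 1 library, not cultures, and does not adjust for the length of sequence nearest to each gene. Among the lower genes, Mylk4, a myosin light chain kinase, had 2 MT peaks, the taller in an intron with height 166, and the paper's log2 fold change for it is -1.71. Sorbs2 had 4 MT peaks, the tallest ranked 206, and Zmynd17 an MT-only peak at -0.047 kb with the paper's log2 fold change at -2.81. Among the higher genes, Tnnc1, Tnnt1 and Tnni1, which encode slow troponins, and Myh7 had shared peaks. Sln, an inhibitor of the sarcoplasmic calcium pump, had an MT-only peak at -1.39 kb and the paper's log2 fold change is 2.36. Tecrl, at 2.38, had an MT-only peak in an intron. MB peaks were near 42 of the lower and 65 of the higher genes. With any start site within 50 kb the odds ratio was 2.20 (Fisher's exact p = 0.00806), and with protein-coding genes only, an alternative chosen after the data were seen, it was 1.77 (Fisher's exact p = 0.0481). The paper sets the change of each gene in Six1-cKO beside its expression in fast and slow muscle groups of muscleDB, marks the genes near a Six1-binding site, and concludes that the likely direct targets activated by Six1 are tied to the fast-twitch phenotype.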

### Six1 directly regulates expression of the MCT10 transporter in skeletal muscle

We focused our attention on identifying regulators of the fast-twitch program that might be under direct control of *Six1*. Our attention was drawn to *Slc16a10* gene (marked with red arrowhead in Fig. 1B and C), which became the focal point of the present study. *Slc16a10* encodes the MCT10 transmembrane transporter for TH, which are linked to fast-twitch skeletal muscle formation [34]. Our analyses found that the expression of MCT10 is downregulated in Six1-cKO gastrocnemius muscle (Fig. 1). Among the five major genes encoding TH influx transporters, MCT10 is expressed in skeletal muscle to considerably higher levels than the other four tested [54]. Further, analysis of muscleDB RNA-seq data showed that MCT10 expression is noticeably higher in the fast-twitch muscle groups compared to the slow ones (Figs. 1 and 3A). The other TH transporters (MCT8, Slco1c1, Slc7a5, and Slc7a8) are expressed at noticeably lower levels and do not show an expression profile aligned with fiber type compositions (Fig. 3B-E). The fiber type specific expression profile of MCT10 was validated using quantitative reverse-transcription PCR (qRT-PCR) on RNA isolated from gastrocnemius, soleus, and TA of mice (Fig. 3F, along with comparison of the profiles of Myh1, Myh2, and Myh7 in Fig. 3G-I as markers of fast type IIX, fast type IIA, and slow type I fibers, respectively). These results, along with prior knowledge on the role of TH in muscle metabolism, suggest that MCT10 may be a mediator of Six1’s effect in establishing the fast-twitch phenotype.

**Fig. 3:**
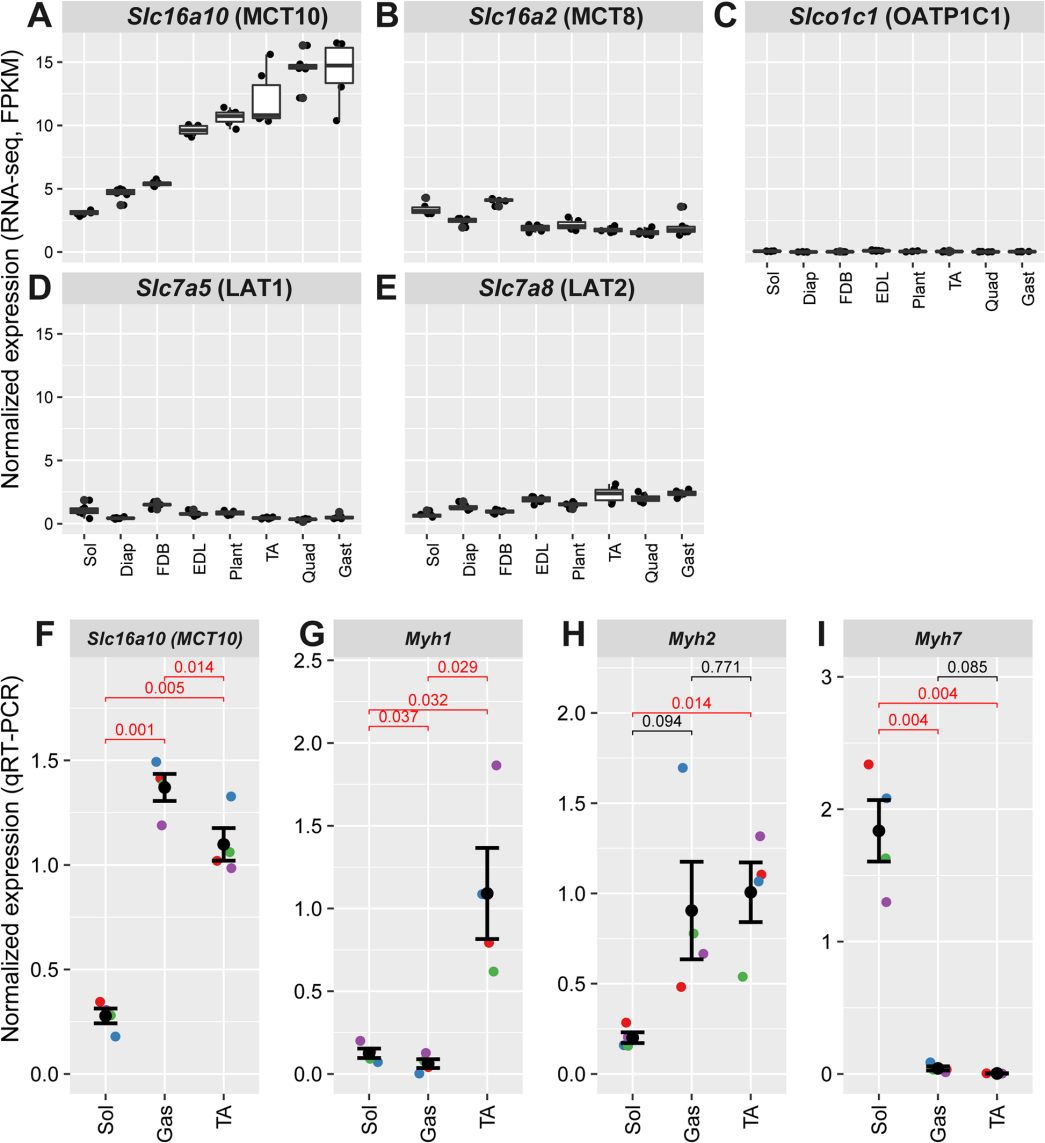
Expression of thyroid hormone transporter-coding genes in select murine skeletal muscle groups. RNA-seq expression data from muscleDB were quantitated and normalized by fragments per kilobase of transcript per million mapped reads (FPKM). The expression of the five transporters is shown: **A** Slc16a10 (MCT10), **B** Slc16a2 (MCT8), **C** Slco1c1 (Oatp1c1), **D** Slc7a5 (Lat1), and **E** Slc7a8 (Lat2). Each of six replicates is represented by a dot and the statistical distribution of FPKM values is represented by the boxplot. **F** qRT-PCR validation of *Slc16a10* expression in soleus (Sol), gastrocnemius (Gas), and tibialis anterior (TA) muscles. Expression was normalized over the geometric mean of control genes *Actnb* and 18S rRNA. Expression in soleus and tibialis anterior is lower than in gastrocnemius, by paired, two-tailed *t* test (*p* value < 0.05 shown in red). **G-I** The expression profiles of *Myh1*, *Myh2*, and *Myh7* are shown for comparison

By examining our ChIP-seq data, we noted the presence of a *Six1*-binding site located 48 kilobases upstream of the transcription start site of the MCT10 gene (Fig. 4A-B). 

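Six1 was bound upstream of Slc16a10, which encodes MCT10, at an enhancer occupied in myotubes and not called in myoblasts. The MT-only peak lies at 10:39908624 to 39909049, in intergenic sequence, with its summit at 39908890. Its height of 159 ranks 1049 among the 7713 MT peaks. The summit is -46.8 kb from the outermost annotated start site of Slc16a10, at 39862062 on the minus strand. An E-box, CAGCTG, occupies 39908845 to 39908850, and an AP-1 match, TGACTCA, follows it at 39908852 to 39908858. The peak has no match to the MEF3 consensus, and the words closest to TCAGGTTTC within it, TCCAGTTTC at 39908782 to 39908790 and TCAAGTGTC at 39908889 to 39908897, on the summit, each have 2 mismatches to it and 1 to the consensus. Around the summit the reference reads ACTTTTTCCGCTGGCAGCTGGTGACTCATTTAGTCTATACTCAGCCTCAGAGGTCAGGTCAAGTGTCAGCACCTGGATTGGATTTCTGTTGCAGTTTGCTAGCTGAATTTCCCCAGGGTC. A site nearer to the gene, at -29.0 kb, was bound in both conditions with heights just above the authors' cut-off (70.7 in MB and 71.2 in MT), and it holds the MEF3 match TCAAATTTC. Myoblasts had a further peak at -10.5 kb, at 10:39872383 to 39872637, with 2 AP-1 matches.

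**Figure D4:**
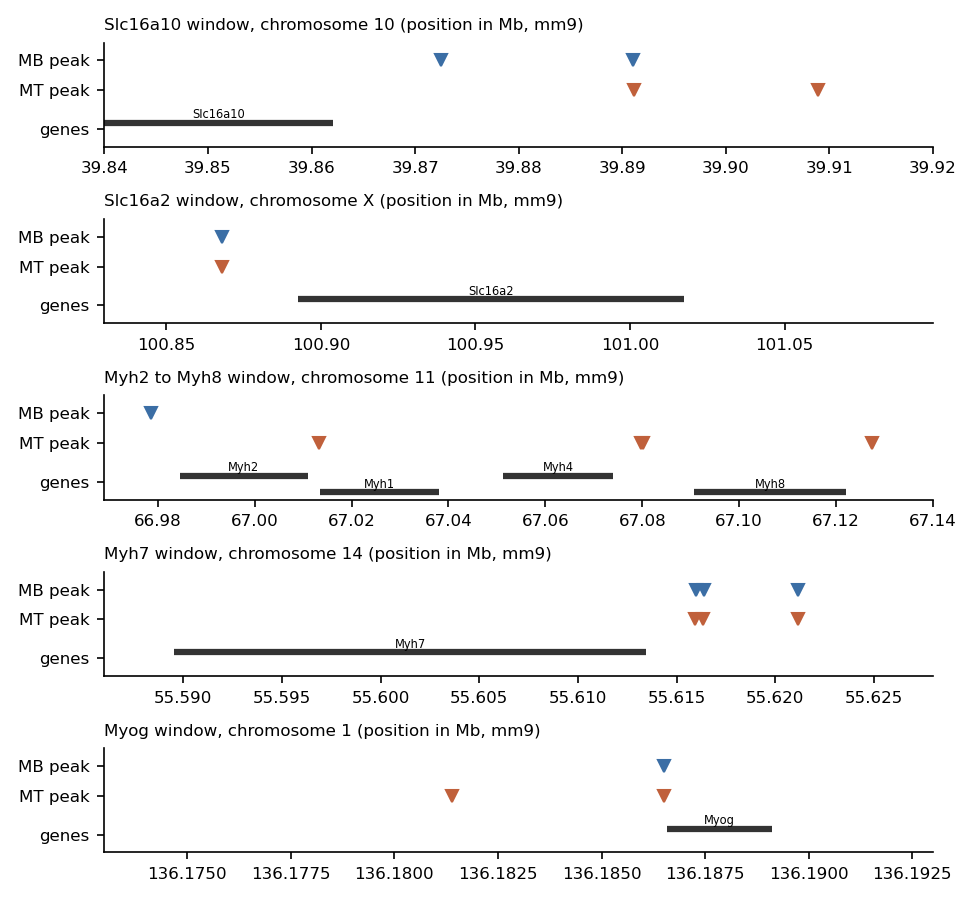
Positions of Six1 peak summits in MB and in MT (triangles) and of the named genes (bars) in the windows of Fig. 4, in Mb of mm9. The Slc16a10 window has an MT-only peak at 39908890, the Myog window has 1 MB and 2 MT peaks, and the Myh7 window has 3 peaks in each list.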

To obtain additional evidence that this *Six1*-binding site represents a regulatory element, we analyzed histone mark ChIP-seq and DNA accessibility (assay for transposase-accessible chromatin (ATAC-seq)) data acquired in fast-twitch quadriceps and in slow-twitch soleus [80]. The *Six1*-binding site is located within a likely gene enhancer, as it is characterized by high DNA accessibility, the presence of H3K3me2 and H3K27ac, and these three marks are all more abundant in the quadriceps samples than the soleus samples (Fig. 4A-B). The Slc16a2/MCT8 locus did not show any Six1-binding site (Fig. 4C). 

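In the window of Fig. 4C, each list holds 1 Six1 peak, at X:100867879 to 100868198 in MB and X:100867896 to 100868180 in MT. Both lie beyond the 3' end of Slc16a2, which spans X:100892753 to 101017304 on the minus strand. They are 33.8 kb from the nearest of its 3 annotated start sites, an internal one. The outermost start site, at 101017304, is farther away, at the other end of the gene. The height was 147 in MB (rank 1809) and 94.0 in MT (rank 4041), and neither peak holds a MEF3 or E-box match. Of the other transporters of thyroid hormone, Slc7a5, which encodes Lat1, had a shared intronic peak at 5.67 kb that ranked 712 in MB and 410 in MT. Slco1c1 had no peak within 50 kb of its start site, and Slc7a8 had an MT-only peak of height 111 in its intron, with 1 MEF3 match, at 39.3 kb from its start site and nearer to that of Cebpe. Thyroid hormone transport and signaling genes as a list had a peak in 7 of 19 cases (36.8%), equal to the median of matched random lists.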

By comparison, Myh1 (fast, type IIX) and Myh4 (fast, type IIB) display higher abundance of these histone marks in the quadriceps, while Myh2 (fast, type IIA) and Myh7 (slow type I) appear more abundant in the soleus (Fig. 4D and E). Binding of Six1 at the Myog locus was also detected, and both histone marks are more abundant at that locus in the quadriceps compared to the soleus (Fig. 4F).

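Myog, which encodes the differentiation factor myogenin, had a Six1 peak at its promoter in both conditions and a further upstream peak in myotubes. The promoter peak spans 1:136186117 to 136186650 in MB, with height 91.6 and rank 6085, and 1:136186203 to 136186649 in MT, with height 189 and rank 614. Its summits lie at -0.08 kb and -0.073 kb from the start site, the MB summit within the MEF3 word at 136186497 to 136186505 and the MT summit, at 136186508, just beyond it. A second match to the consensus, TCAAATTAC, is found at 136186341 to 136186349. The upstream peak, at 1:136181227 to 136181606 and -5.19 kb from the start site, was called in MT only and ranked 419, with no MEF3 or E-box match.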

**Fig. 4:**
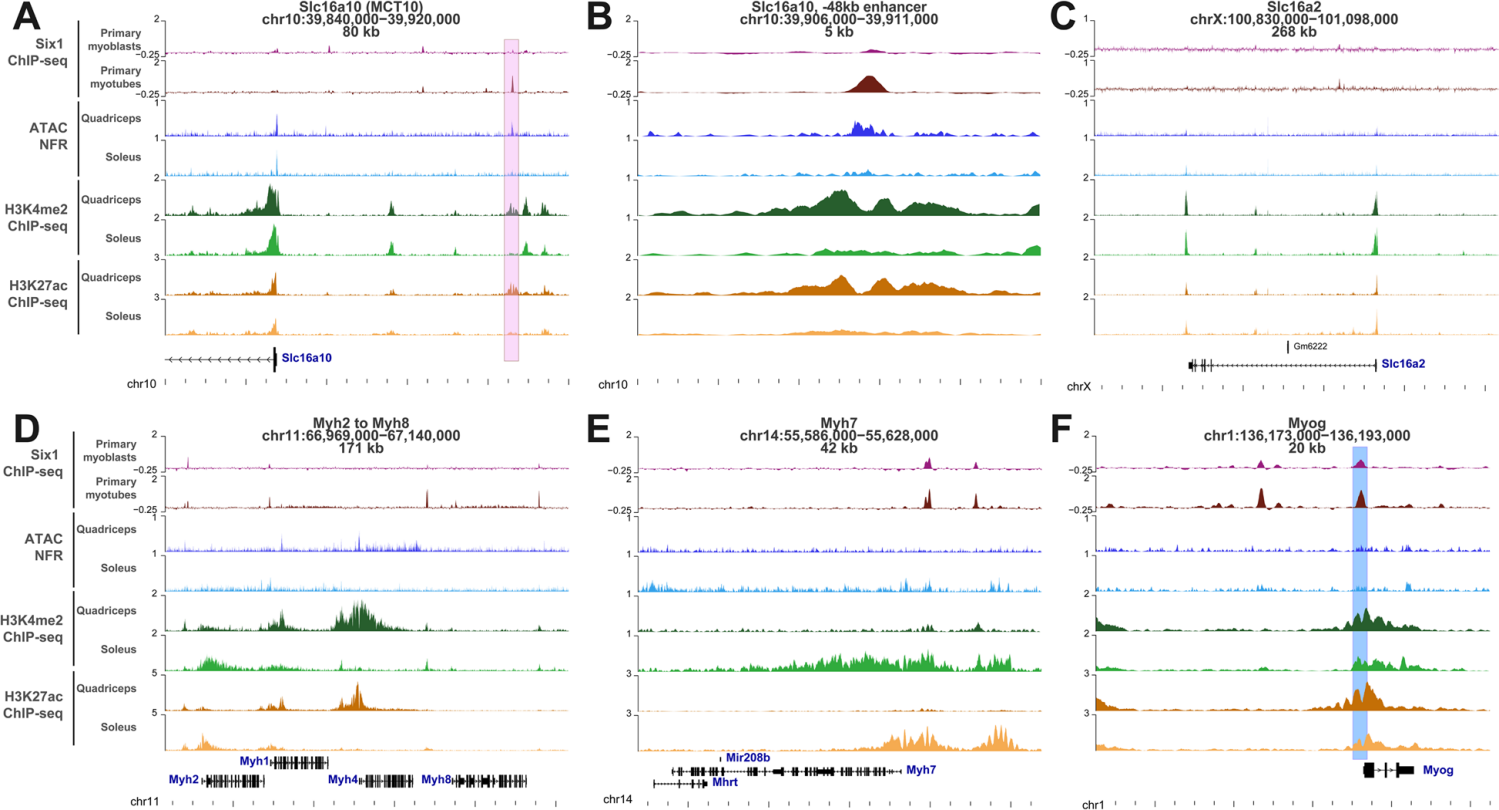
Six1-binding profile and epigenetic marks at the genes coding the two main thyroid hormone transporters. At each locus, the gene name, genomic position (mm9 coordinates), and length of the interval shown are given. The Six1 ChIP-seq signal represents data from primary proliferating myoblasts or differentiated myotubes, quantitated in sliding windows across the genome in reads per million sequenced, and subtracted from the signal in input chromatin control sample. The ATAC-seq data in quadriceps and soleus is shown for inferred nucleosome-free regions (insert sites between 10 and 130 base pairs) and quantitated in bins of 10 base pairs in counts per millions sequenced (CPM). The H3K4me2, indicative of enhancers and promoters, and H3K27ac, indicative of active promoters and enhancers, are quantitated in bins of 10 and CPM. **A** Signal at the *Slc16a10* (MCT10) locus. The pink box upstream of the *Slc16a10* start site shows the location of a putative Six1-bound enhancer, active predominantly in fast-twitch quadriceps, compared to slow-twitch soleus. **B** Magnification of the −48 kb enhancer at the Slc16a10 locus. **C** Signal at the Slc16a2 locus. **D** Genomic signal at the locus comprising the *Myh2* to *Myh8* genes. **E** Genomic signal at the *Myh7* locus. **F** Signal at the Myogenin gene. The blue box represents the area amplified by PCR, in Fig. 5

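The Myh2 to Myh8 window, which holds the fast and the neonatal myosin heavy chain genes, had 4 Six1 peaks in MT and 1 in MB, none of them shared. Myh1 had an MT peak at -0.274 kb, at 11:67013023 to 67013458, with E-box, AP-1 and MEF2 matches. A pair of adjoining MT peaks lay between Myh4 and Myh8, at -10.8 and -10.5 kb from the start site of Myh8, with heights of 198 and 235. The MT peak at 11:67127273 to 67127714, -7.70 kb from Myh13, a gene named after its values were seen, held 2 E-box matches. Myh2 was nearest to the MB peak, at -5.82 kb with height 119. None of the 5 peaks has a match to the MEF3 consensus. The MT peak of height 235 holds the word TCAGGTTCC near its summit, with 1 mismatch to TCAGGTTTC. Words with a mismatch were not listed for the other peaks of this window.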

To validate the *Six1*-binding site identified by ChIP-seq, we performed a ChIP assay with anti-*Six1* and control rabbit IgG on chromatin isolated from pooled mouse hindlimb skeletal muscle tissue. This was followed by quantitative PCR on the ChIP eluates (qChIP) using primers specific for this −48 kb enhancer, the Myog proximal promoter as positive control (blue box in Fig. 4F, [17]), and a negative control locus (Hoxd10 locus, heterochromatic in skeletal muscle [81, 82]). This showed a significant enrichment of *Six1* binding (Fig. 5). Our results confirm that the −48kb putative enhancer at the MCT10 locus is a *bona fide* Six1-binding site.

**Fig. 5:**
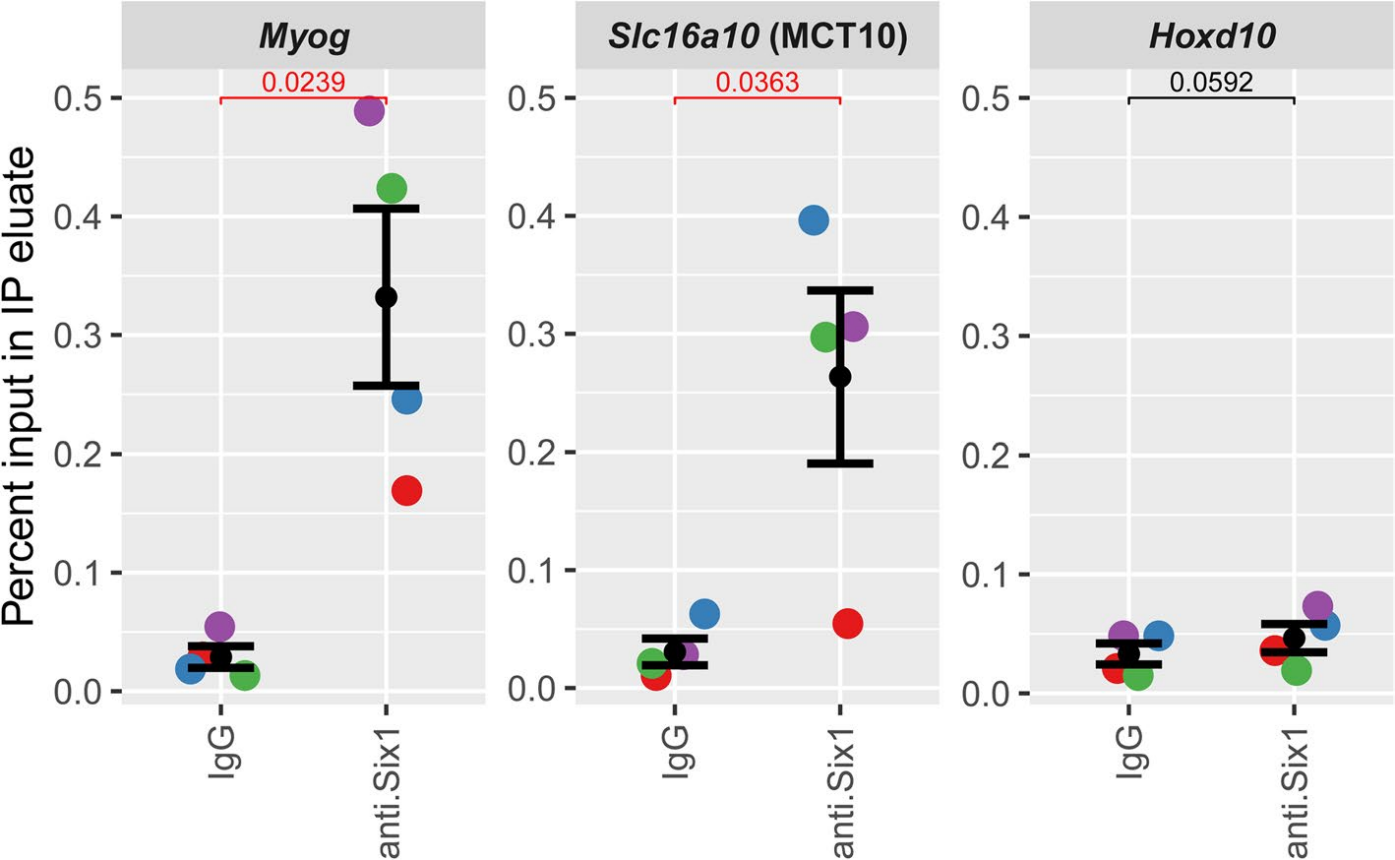
Confirmation of Six1 binding at the Slc16a10 enhancer. Chromatin from hindlimb muscles of four mice was harvested, was fixed, and ChIP was carried out using either anti-Six1 antibody or normal rabbit IgG. Results represent qPCR quantification of IP enrichment (expressed as percentage of input DNA) at the 48 kb binding site upstream of the *Slc16a10*/MCT10 locus (region corresponding to the pink box in Fig. 4A). Enrichment at the *Myog* proximal promoter is shown as positive control (region corresponding to the blue box in Fig. 4F) while lack of enrichment at the *Hoxd10* proximal promoter is shown as specificity control. Results from each biological replicate are represented by different colors. Two-tailed paired *T* test were conducted to compare enrichment with IgG and with anti-Six1. One-tailed paired *T* tests also indicate that the degree of enrichment with anti-Six1 is significantly higher (*p* < 0.05) at the Myog and Slc16a10 loci compared to the Hoxd10 locus

The microarray transcriptome analysis by Sakakibara et al. (Fig. 1A) were acquired in mice where *Six1* was ablated around embryonic day 9, when the HSA-Cre transgene is first detected in the myotome [28, 83]. To explore the effect of Six1 loss-of-function specifically in adult muscles, we employed intra-muscular short interfering RNA (siRNA) duplex electroporation to knockdown Six1 expression in the TA muscle (another predominantly fast-twitch muscle from muscleDB cluster 1). The TA was chosen for its small size, compared to the gastrocnemius, making electroporation more efficient. Total proteins and RNA from electroporated tissues were harvested. A western blot was performed on siRNA-treated muscle extracts demonstrating a corresponding 88% reduction of Six1 protein levels (Fig. 6A and B). The effect on target gene expression was evaluated using qRT-PCR. *Six1* mRNA expression levels decreased by approximately 57% under siSix1 knockdown condition; no compensatory effect was seen with *Six4*, a related family member (Fig. 6C). A significant decrease in MCT10 expression was observed in the *Six1*-knockdown samples, validating that the expression of this TH transporter depends on *Six1* (Fig. 6C). The effects are specific to MCT10, as MCT8 expression was invariant with *Six1* knockdown. Together, these results indicate that TH transporter MCT10 is a direct target gene of *Six1* and depends on this TF to reach its normal expression level in fast-twitch skeletal muscle.

**Fig. 6:**
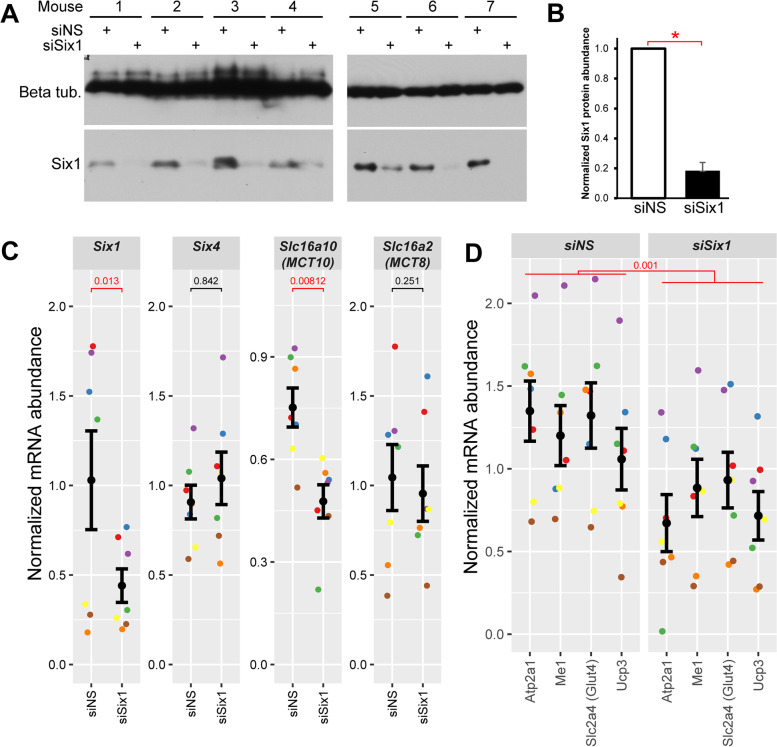
Six1 is needed for MCT10 expression and activity of the TH pathway. **A** Western blots assaying Six1 protein expression levels under siRNA knockdown condition. siNS represents a control, non-silencing RNA duplex. Note that animals 1 to 4 and 5 to 7 were processed on different days and the western blots were done on different gels and membranes. **B** Densitometric quantitation of Six1 abundance shown in panel A. Error bars indicate the SEM. The difference in Six1 protein abundance is statistically significant by a one-tailed paired *T* test relative to siNS (*p value < 0.05). The experiment was performed with seven mice treated identically. **C** mRNA expression levels of *Six1* and MCT10 in electroporated mouse TA muscle after Six1 knockdown, quantified by qRT-PCR. *Six4* and MCT8 are shown as members of the same gene families with invariant expression in this experiment. mRNA levels were normalized to the geometric mean of those of 18S rRNA and *Actnb*. Data represent an average of 7 biological replicates (animals). The normalized expression data is given, with each individual replicate (mouse) shown in a distinct color. Error bars indicate the mean ± SEM of the replicates. *P* values in red indicate statistically significant decreases in levels of expression as determined by a one-tailed paired Student’s *T* test relative to siNS (*p* value < 0.05). **D** mRNA expression level of a panel of four TH pathway target genes in the control and Six1 knockdown samples from panel C. Two-way ANOVA (testing mRNA levels as a function of which gene was tested and which siRNA was received) indicates significant reduction of the TH signaling gene panel with Six1 knockdown (*p* value = 0.001)

### Thyroid pathway regulation is impacted negatively in Six1 loss-of-function conditions

To determine the extent of the effects of *Six1* knockdown and its regulation of MCT10 expression on the thyroid regulatory pathway, a panel of four TH receptor target genes was selected for qRT-PCR analysis: *Atp2a1*, *Slc2a4* (Glut4), *Me1*, and *Ucp3* were chosen as they are among the best characterized direct targets of TH signaling and TH receptors in skeletal muscles [40, 84–89]. The downregulation of MCT10 expression with *Six1* knockdown was paralleled by that of the four TH pathway genes (Fig. 6D); the gene panel as a whole was significantly less expressed with *Six1* loss-of-function by two-way ANOVA. The panel’s reduced expression suggests a decrease in overall thyroid genomic regulatory pathway activity after *Six1* knockdown.

We further examined the link between *Six1* function and TH signaling in skeletal muscle by performing gene set enrichment analysis (GSEA) on the Six1-cKO gene expression profiling data of Sakakibara et al. For this purpose, and in order to work with gene sets that are most relevant to TH action in skeletal muscle, we generated two gene sets from the study of Nicolaisen et al. [41], where the impact of T3 treatment and muscle-specific knockout of the thyroid hormone receptor alpha gene (Thra-cKO) was examined by RNA-seq. Specifically, we generated a first gene set representing genes whose expression is significantly lower in T3-treated muscle of Thra-cKO compared to wild-types, and a second one with the genes showing the opposite behavior, with expression higher in the Thra-cKO tissue. We found that genes whose expression is lower in Six1-cKO are enriched for genes whose expression is lower in Thra-cKO (Fig. 7A and B). Among the genes in this group, we note *Sox6*, a repressor of slow-twitch muscle gene transcription [90], and *Myoz1* (Calsarcin 2), a protein blocking the slow-twitch program promoting function of the NFAT TF [29, 91, 92]. Four genes involved in cellular respiration were also among this group: *Idh3a*, *Ndufs6*, *Ndufa5*, and *Uqcrq*. Conversely, we observed that genes upregulated in the Six1-cKO tend to overlap with genes that are upregulated by conditional *Thra* loss in muscle (Fig. 7C and D). Among these, we noted the calcium homeostasis proteins *Atp2a2*, *Ryr3*, and *Casq2*, the regulators of glucose homeostasis *Pdk1* and *Pdk3*, the slow troponins *Tnnc1*, *Tnnt1*, and *Tnni1*, and genes involved in fatty acid metabolism *Abhd1*, *Acot1*, *Acsf2*, and *Tecrl*. The results of this analysis show that *Six1* activity is directly correlated with that of *Thra*. Together, these observations indicate that *Six1* is functionally and positively associated with TH pathway activity in skeletal muscle.

**Fig. 7:**
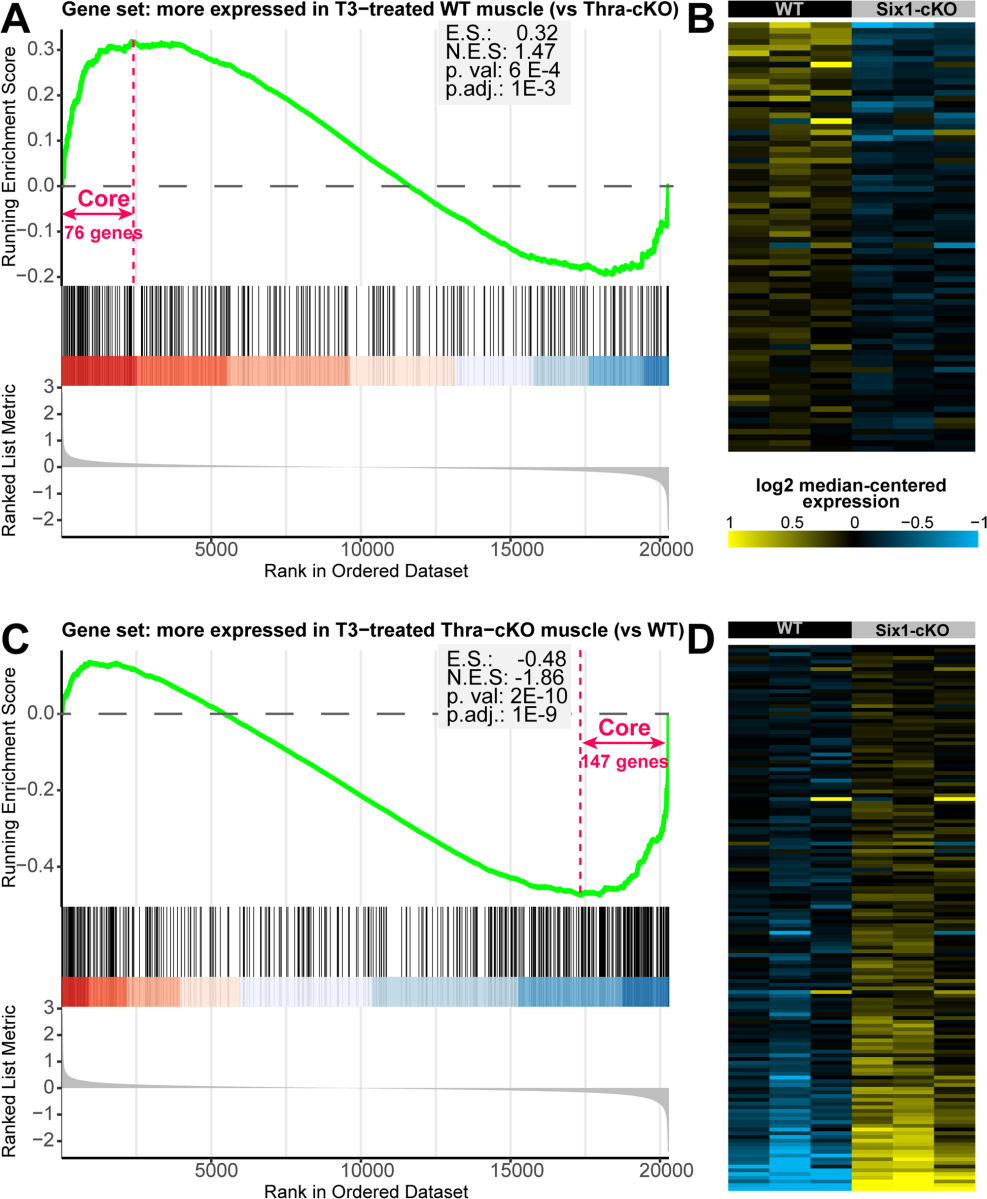
Six1 function is correlated with that of the TH receptor alpha. Gene set enrichment analysis performed on the gene expression profiling of wild-type or Six1-cKO skeletal muscle (Sakakibara et al.), using two custom sets representing genes that are significantly less or more expressed in Thra knock-out skeletal muscle treated with T3 compared to wild-type T3-treated muscle (from Nicolaisen et al.). **A** Enrichment score graph showing that when genes are ranked from the most downregulated in Six1-cKO to the most upregulated, the beginning of the list is enriched in genes that are more expressed in T3-treated wild-type muscle compared to Thra-cKO muscle. **B** Heat map of the genes that contribute the most to the enrichment shown in panel A (“core enrichment” genes). The gene order from top to bottom in the heatmap follows the order from left to right in panel A. **C** and **D** Similar analyses as in A and B but for the set representing genes that are more expressed in Thra-cKO compared to WT. The gene symbols shown in panels B and D are listed in supplementary files Code_S3 and Code_S4

### MCT10 is required for activity of the TH signaling pathway in skeletal muscle

To examine the contribution of MCT10 down-regulation to the TH signaling phenotype observed after *Six1* loss-of-function, we used siRNA to knock down the MCT10 transporter directly. Similar to the approach taken with *Six1* knockdown, siRNA duplexes targeting the MCT10 transcript (siMCT10) were electroporated into adult TA muscle and mRNA expression levels were assessed using qRT-PCR. siMCT10 electroporation reduced MCT10 mRNA expression levels significantly and had no notable effect on the related MCT8 gene (Fig. 8A). Despite modest downregulation of MCT10 expression after siRNA knockdown (29% reduction) when compared with the efficiency of *Six1* knockdown (Fig. 6C), MCT10 knockdown was accompanied by a reduced expression of the TH signaling pathway gene panel (Fig. 8B), with trends similar to those observed under Six1 knockdown conditions (statistical significance as a group by two-way analysis of variance (ANOVA), Fig. 6D). Finally, to further confirm that MCT10 knockdown is associated with a decrease in transcriptional response to TH, we assayed the activity of a TH-responsive luciferase reporter gene electroporated in TA muscles at the same time as the siRNA duplexes. MCT10 knockdown caused a significant reduction in the activity of the TH-dependent reporter gene (Fig. 8C). These results indicate that MCT10 is required for normal TH signaling in skeletal muscle.

**Fig. 8:**
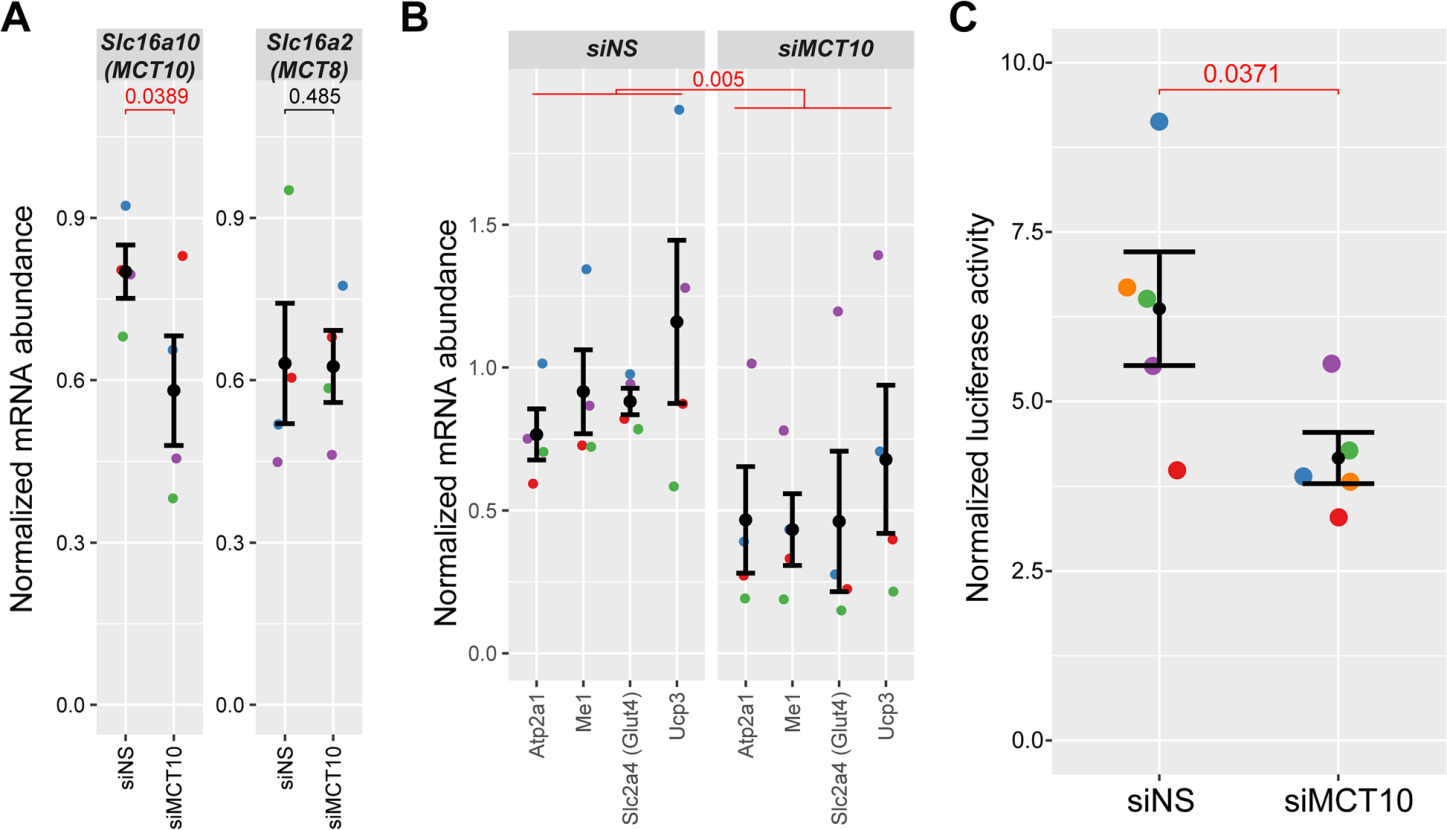
Recapitulation of TH pathway effects with MCT10 knock-down. **A** Gene expression in TA muscles electroporated with siRNA against MCT10 or a non-silencing RNA duplex. Expression levels of MCT10, targeted by the siRNA employed, and those of the related gene MCT8 and Six1 are shown. mRNA levels are normalized to the geometric mean of 18S and Actnb. Data were obtained from 4 biological replicates (animals). Error bars indicate the mean ± SEM of the replicates. *P* values in red indicate statistically significant changes in levels of expression as determined by one-tailed paired Student’s *T* tests relative to siNS (*p* value < 0.05). **B** mRNA expression level of a panel of four TH pathway target genes in the control and MCT10 knockdown samples from panel A. Two-way ANOVA (testing mRNA levels as a function of which gene was tested and which siRNA was received) indicates significant reduction of the TH signaling gene panel with MCT10 knockdown (*p* value = 0.005). **C** MCT10 knock-down leads to a decrease in TH-dependent gene transcription. Relative TRE-dependent luciferase activity in TA muscle electroporated with siRNA targeting MCT10. *N* = 5 biological replicates. The decrease in reporter gene expression is significant as determined by paired one-tailed *T* test, compared to non-silencing control (siNS)

## Conclusion

By analyzing in combination of three genomic studies on gene regulation in skeletal muscle (*Six1* ChIP-seq, expression profiling in Six1-cKO and the muscleDB database), we have highlighted the strong association between *Six1* function and the fast-twitch phenotype. The results of this analysis not only confirm that *Six1* is implicated in establishing the proper gene expression profile of several genes in gastrocnemius muscle [28], but also reaffirm *Six1*’s function as both activator and repressor of gene expression. Previous reports have shown that *Six1* and other Six family TFs may repress transcription in cooperation with co-regulators *Sobp* [93] and members of the Dach or Groucho/TLE families [15, 94], and activate transcription in association with co-factors of the Eya family or the SWI/SNF complex [15, 79, 95–97]. This association between *Six1* binding and both gene up- and downregulation after loss-of-function was previously observed in cultured myoblasts and myotubes [17] but the precise mechanisms underlying transcriptional repression by Six1 in skeletal muscle, and how they may be implicated in determining the slow- or fast-twitch expression programs, remain to be uncovered. A limitation of our study is that our *Six1* ChIP-seq analysis was performed in cultured primary cells differentiated in vitro, representing a heterogeneous mixture of muscle precursors coming from different muscle groups. It is possible that our *Six1* genomic binding data reflects not only maintenance of a differentiated myofiber phenotype such as the fast-twitch program but also the implication of *Six1* in upregulating these genes during the myogenic differentiation process. This could in part explain why a binding site for Six1 is found near the slow twitch specific Myh7 gene (Fig. 4E). 

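Upstream of Myh7, the slow myosin heavy chain gene, Six1 occupied 3 sites in myoblasts and again in myotubes. The middle site, at 14:55616134 to 55616527 in MB and 55616122 to 55616496 in MT, is the tallest of the 3 in each list, with height 115 in MB (rank 3418) and 201 in MT (rank 475). It lies -2.90 kb from the start site by its MB summit. The MEF3 word there is accompanied by E-boxes at 55616343 to 55616348 and 55616470 to 55616475. The site nearest to the gene, at -2.52 kb by its MB summit, adjoins the middle one. The farthest lies at -7.69 kb and ranked 10960 in MB and 708 in MT.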

A genome-wide study of *Six1* binding performed in myofibers isolated from specific muscle groups will be required to further assess the function and mode of action of this TF in establishing and maintaining the slow- versus fast-twitch gene expression programs.

Our genomics analysis has revealed that in fast-twitch skeletal muscle, *Six1* directly regulates the expression of the TH transporter MCT10. It will be interesting to determine if other tissue types also depend on Six1 for MCT10 expression. In that context, it is worth noting that thyroid gland development is defective in Eya1 knockout mice [98] and that the *Six1* and MCT10 mRNAs are both detected in the human adult thyroid [99]. 

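Atp2a1, which encodes the fast-type sarcoplasmic calcium pump SERCA1, had 4 Six1 peaks in MT and 2 in MB for which it was the nearest gene. The tallest in MT, at 7:133605245 to 133605567 in an intron, had height 118 and a MEF3 match and was not called in MB. Closest to the start site lay an MT-only peak at -0.556 kb with height 101, and the MB peak at -1.25 kb had height 88.6. Me1, which encodes malic enzyme, had 1 shared peak in an intron, at 9:86552046 to 86552343 in MB. The peak lies 29.0 kb downstream of the nearer of the 2 annotated start sites of Me1, and farther from the outermost one. This peak ranked 1148 in MB and 585 in MT and holds 2 MEF3 matches and 1 E-box. Other thyroid hormone targets with a peak include Slc2a4, with an MT-only peak at 0.527 kb, and Ucp3, with a shared peak at -7.17 kb. Thyroid hormone target genes had a peak in 6 of 10 cases, 2 of them in MT only and none in MB only.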

We note that *Atp2a1* is a known direct target of *Six1* [17, 63], and the analysis of ChIP-seq and gene expression profiling data in Fig. 1 suggests that *Me1* represents another direct target of this TF. Whether the downregulation of these genes after *Six1* loss-of-function is strictly due to decreased *Six1* activity or a combination of direct and indirect effects (e.g., through deregulation of TH signaling) remains to be formally established, but these observations raise the possibility of combinatorial regulation of gene expression by *Six1* and TH receptors. Our results also show that continued *Six1* expression is required to maintain proper gene expression programs in adult muscle.

We have drawn a parallel between *Six1* deficiency and a hypothyroidic condition by showing that *Six1* loss-of-function and TH signaling pathway impairment (by *Thra* gene ablation) share similarities in terms of effects on gene expression. Our findings are consistent with the idea that *Six1* deficiency causes a hypothyroidic state by lowering TH entry in skeletal muscle. Conversely, hyperthyroidism and *Six1* gain-of-function are both associated with acquisition of a fast-twitch program [26, 45, 46]. However, it remains to be seen to what extent the transcriptomic changes elicited by each condition overlap and if MCT10 induction is part of such a mechanism. The possibility of a crosstalk between TH signaling and *Six1*-regulated gene program also deserves attention in the future.

As a *Six1* target gene, MCT10 was identified as a mediator of the influence of *Six1* on the TH signaling pathway in skeletal muscle. The implication of other transporters in TH uptake in skeletal muscle fibers cannot be ruled out. However, MCT10 appears to play a significant role in the process and other transporters are unable to fully compensate the effect of MCT10 knockdown. The situation in mature muscle appears different from that prevailing during regeneration, where MCT8 and OATP1C1 play a more important role [57]. A prior report suggested that MCT10 can provide a compensatory role in the absence of MCT8/Oatp1c1 [57], a condition under which satellite cell-mediated muscle regeneration is temporarily delayed. MCT8/Oatp1c1 knockout mice similarly display impaired neural development, and the two transporters are much more highly expressed in neural stem cells when compared to differentiated lineages [100]. In this context, MCT10 mRNA is much more highly expressed in differentiated lineages than either of the other transporters. This is supported by data at the protein level demonstrating increased MCT10 expression in terminally differentiated neuronal tissue [101]. These data suggest a larger role for MCT10 in adult tissues, with the potential for a compensatory role during early phases of development and differentiation. It has also been reported that the mRNA levels of MCT10, but not those of MCT8, significantly increase in gastrocnemius muscle during the aging process of mice [58]. Thus, the available evidence suggests that MCT10 is involved more closely with adult tissue homeostatic regulation of the TH genetic regulation program. So far, MCT10 knockout has been achieved in mice only in a constitutive fashion; the animals display higher concentration of aromatic amino acids in certain peripheral organs including skeletal muscle [102] but normal circulating TH axis values [103]; the phenotype of MCT10-null skeletal muscle was not thoroughly examined. It will be important to characterize the phenotype of mice with a conditional, muscle-specific deletion of MCT10 to determine its role in the development of this tissue and also in the establishment and maintenance of its metabolic phenotype in the adult.

In addition to TH transporters, other classes of proteins are well-known to participate in TH signaling. The transcriptional effects of TH are mediated by their nuclear receptors, the TFs *Thra* and *Thrb*. The intracellular deiodinase enzymes *Dio2* and *Dio3* convert T4 to the more potent T3, and T3 to the lower-potency T4, RT3, or T2, respectively. Mu-Crystallin, encoded by the *Crym* gene, is a high-affinity intracellular TH binding protein which may regulate the access of TH to their nuclear receptors and *Crym*-null mice show hypertrophy of fast type IIb myofibers [104]. In querying the muscleDB mRNA expression dataset, we found that all these proteins are expressed at varying levels in the different muscle groups examined, without any obvious expression bias toward fast- or slow-twitch muscle groups; in fact, *Slc16a10*/MCT10 remains the gene with the clearest expression bias (Fig. S2). Of these genes, MCT10 was also the only one to be affected significantly by *Six1* conditional knockout muscle (Fig. 1).

Considering the importance of TH signaling for muscle function and metabolism, the findings presented here therefore suggest that TH transporter expression must be tightly controlled, and we have shown that Six1 plays an important part in the regulatory mechanism by upregulating MCT10 expression.

## Methods

### Animals

Female C57BL/6J mice 6–8 weeks old were used for all work and were purchased from Charles River. Mice were sacrificed using cervical dislocation.

### ChIP-sequencing

ChIP-seq was performed for Six1 in primary mouse myoblasts as previously described [23]. Sequencing data have been deposited on the NCBI Gene Expression Omnibus (GEO) under accession GSE175999. Primary myoblasts were isolated from 8-week-old female mice and were harvested sub-confluent or grown to confluence and cultured for 48 h in differentiation medium (DMEM supplemented with 10% horse serum) to generate primary myotubes. Preparations were nearly pure, as 95-100% of cells expressed MyoD, as detected by immunofluorescence in growth phase (not shown). Differentiation for 48 h was sufficient to obtain very large myotubes where more than 80% of nuclei were found (comparable to 120 h of differentiation for C2C12 cells, data not shown). To identify Six1-binding sites, MACS2 [105] was used with default parameters in BED mode and using fragment size estimated using SSP [106]. Peaks were refined by splitting large, compound peaks into individual ones using PeakSplitter with a cut-off of 70 reads and a valley of 0.8 [107]. Six1 peaks were further refined by eliminating those that overlap peaks discovered by MACS2 using the input sample, peaks discovered using the IgG against the input control, and mm9 genome blacklisted regions. BED files with peak coordinates are provided in Tables S1 (myoblasts) and S2 (myotubes). Six1 ChIP-seq peaks were annotated to mouse genes using the packages *TxDb.Mmusculus.UCSC.mm9.knownGene* and *ChIPseeker* [108], setting a distance cut-off of 50 kb. Gene annotations are provided in Tables S3 and S4. Histone marks ChIP-seq and ATAC-seq in quadriceps and soleus were from the study by Barish et al. [80] and were obtained from the NCBI Short Reads Archive (accessions SRP199043 and SRP173476). Histone marks in C2C12 cells were from Asp et al. [81] and Blum et al. [69] (SRP006743 and SRP012465). TF binding in primary myoblasts was from Umansky et al. [73] (SRP040422). To simplify the analysis, all available biological and technical replicates for each condition were combined into a single file. Reads were trimmed of adapters and low-quality sections using fastp [109], they were aligned to the mouse mm9 genome using STAR [110] in local mode with maximum intron size set to 1 base pair and using a genome index built without gene model GTF file. Only reads aligning to a single genomic location were retained. Duplicates were marked using Picard [111]. Genome-wide sequencing coverage was calculated using deepTools bamCoverage, excluding reads marked as duplicates [112]. In the specific case of ATAC-seq, bamCoverage was restricted to paired-end fragments between 10 and 130 base pairs, assumed to represent nucleosome-free regions. For histone mark ChIP-seq, available as single-end data, bamCoverage was performed using a read extension length calculated using SSP as the most prevalent chromatin fragment size in the respective library. Genomic coverage plots were prepared using R/Bioconductor [113] and the *karyoploteR* package [114]. ChIP-seq read density (coverage) heatmaps were prepared with deepTools computeMatrix and plotHeatmap.

De novo motif finding was performed within R/Bioconductor using the “memes” package [115] and the STREME program [116]. The sequences under the 2500 tallest peaks (in number of ChIP-seq reads) for the MB-only, MT-only, and the MB and MT sets were combined. The control sequences were the same set, shuffled to retain di-nucleotide frequencies using the “universalmotif” package with the “euler” method, *k* = 2 and a random seed of 100. Similarity of novel motifs to known motifs from the JASPAR database [117] was identified using Tomtom [118]. Enrichment of the motifs was calculated using Ame [119], using as test set the DNA sequences under the various groups of Six1-binding peaks. The control set of sequences was the union of sequences under all Six1-binding peaks, shuffled with the Euler method, *k* = 2 and a random seed of 200, to make the control sets for motif discovery and enrichment different.

GO term enrichment analysis was performed in R/Bioconductor using the “topGO” package [120], using the entire set of mouse genes as the background. The test sets were the genes whose transcription start site is closest to each peak, tolerating a maximum distance of 50 kb. Only GO terms with at least 10 mouse genes were included. *P* values were corrected to the false discovery rate using the Benjamini-Hochberg algorithm [121].

### Gene expression profiling data analysis

Gene expression data from the Sakakibara study [28] was retrieved from the NCBI GEO (accession GSE46151). Only gastrocnemius muscle samples were included in the analysis. Data were analyzed using R/Bioconductor and the *oligo* and *limma* packages [122, 123], using RMA normalization and a differential expression testing design based on genotype. Log_2_ fold changes were calculated, and *P* values were adjusted using the Benjamini-Hochberg algorithm; for significance thresholding, cut-offs of 0.58 and 0.05 were used, respectively. The list of differentially expressed genes is provided in supplementary Table S5. Gene expression data from the Terry et al. muscleDB study [65] was retrieved from the NCBI GEO (accession GSE100505) and SRA accession SRP110541. Reads were trimmed with fastp and aligned to the mm10 mouse genome using STAR in local mode and a genome index built using a gene model GTF file (Mus_musculus.GRCm38.102.gtf obtained from ENSEMBL). Only reads aligning to a single genomic location were retained. Duplicates were marked, but retained for all downstream analyses, using Picard. Read summarization to genes was performed using Subread featureCounts [124]. R/Bioconductor and the *DESeq2* package were used to quantitate and normalize gene expression and obtain variance stabilization expression estimates [125]. Data clustering and heatmap generation were accomplished using the *pheatmap* package [126]. The R script (including package versions and session information) used to analyze data and generate the figures is provided as supplementary files Code_S1. Gene set enrichment analysis was performed using the Sakakibara data and two gene sets from the Nicolaisen et al. study [41]. Briefly, RNA-seq data (read counts over genes) were downloaded from NCBI GEO accession GSE146336 and analyzed in R/Bioconductor using the *edgeR* package [127]. Data were normalized using TMM and batch effects were modeled using *RUVseq* with the RUVr algorithm and *k* = 2 [128]. Genes significantly up- or downregulated in T3-treated Thra-cKO muscle compared to T3-treated wild-type muscle were identified (FDR < 0.05 with the glmQLFTest function) and saved as two separate gene sets. GSEA was performed in R/Bioconductor with the *clusterProfiler* package [129], using the fgsea algorithm with default parameters, except for the maximum gene set size limit which was adjusted to 1000. The two gene sets (with Entrez Gene ID as identifiers) are provided in supplementary file Code_S2.

### siRNA electroporation

Electroporation experiments were performed in the tibialis anterior (TA) muscle on 6–8-week-old female C57BL/6 mice. For knockdown experiments, on day 0 of the experiment, the inter-connective tissue of the TA was digested with an intramuscular injection of 25 μL hyaluronidase (Worthington) at 0.4 unit/μL concentration through the skin of the hindlimb just above the ankle tendon, in order to ensure genetic material can surround and successfully transfect a majority of muscle fibers once injected [130]. One hour later, an intramuscular injection of 22.5 μL siRNA at 20 μM was administered through the skin of the hindlimb into the belly of the TA. Electroporation of nucleic acids was performed with Tweezertrodes (2-paddle electrode assemblies, BTX-Harvard Apparatus 45-0165), used with a 7-mm gap between the electrodes. After siRNA injection, ultrasound gel was applied to the skin, and two electroporation rounds were applied superficially, with the paddles in the first electroporation oriented transverse and sagittal to the hindlimb, and the second electroporation oriented transverse and contra-sagittal to the hindlimb. Electrical stimulation was carried out using a BTX ECM 630 Electroporation system programmed at a setting of 50 volts, 6 pulses, 50 ms/pulse, and 200 ms interval between pulses. Tweezertrodes electroporations were repeated on day 3 of the experiment. Non-silencing control and *Six1*- or *Mct10*-targeting siRNA duplexes were obtained from Invitrogen (Stealth siRNA technology) and reconstituted at 20 μM. The sequences are siSix1: GCGAGGAGACCAGCUACUGCUUUAA; siMct10: GCGUCUUCACAAUCCUGCUCCCUUU. The siNS negative control was Stealth RNAi siRNA Negative Control, Med GC sequence 1 (catalog number 12935300). To reduce the effect of biological variability, in all experiments, one leg received the siNS duplex while the other leg of the same animal received the Six1- or Mct10-targeting siRNA. All mice were sacrificed on day 7 of the experiment.

### In vivo luciferase assays

For in vivo electroporation experiments that included a transcription reporter plasmid, the siRNA injection on experimental day 0 was performed with a mixture of 22.5 μL siRNA combined with 7.5 μL of the pdV-L1 plasmid at 3 μg/μL in sterile half-saline solution (0.45% NaCl). This plasmid contains two T3 response elements and the SERCA1 basal promoter upstream of the firefly luciferase gene as well as the control renilla luciferase gene preceded by the SERCA1 promoter (kindly provided by Dr. W.S. Simonides (VU Medical Center, Amsterdam, NL) [131, 132]. Experimental day 3 injections contained only siRNA as outlined above. Treated muscles were collected 7 days later, pulverized in liquid nitrogen using a chilled mortar and pestle (Plattner’s) and re-suspended in 100 μL of passive lysis buffer (Promega) per 100 mg of tissue mass. Luciferase results were obtained by reading 5 μL of lysate with 50 μL luciferase assay reagents (Promega) in a Glomax Luminometer according to manufacturer’s specifications. Firefly Luciferase signal readings were normalized to Renilla Luciferase readings to control for variability of electroporation efficiency.

### RNA extraction

All samples were extracted in 1 mL of TRIzol Reagent (Invitrogen). Dissected and pulverized TA samples were placed in TRIzol in Lysing Matrix D Tubes (MP Biomedical) and were homogenized in a MagNa Lyser machine (Roche) programed to 7000 RPM for a total of three 20-s bursts separated by 10-s cool-downs on ice. The samples were then spun down for 5 min at 12,000 g at 4 °C to remove fat content. RNA extraction proceeded as recommended by the TRIzol manufacturer. RNA was further purified by treatment with DNase I (RNase-free, New England Biolabs) and heat inactivation of the enzyme as recommended by the manufacturer.

### Reverse transcription

Reverse transcription of RNA into cDNA was performed using 500 ng of DNAse-treated total RNA with the SuperScript III First-Strand Synthesis System (Thermo Fisher) using the random hexamers method and post-reaction RNAse H treatment, according to the manufacturer’s recommendation. cDNA samples were diluted to 50 μL with 10 mM Tris pH 8.0 prior to quantitative PCR.

### Chromatin immunoprecipitation

For ChIP experiments, each replicate was performed with all hindlimb muscles from two mice. Tissue was dissected and homogenized on ice in hypotonic buffer (25 mM pH 7.8, 1.5 mM MgCl_2_, 10 mM KCl, 0.1% (v/v) NP-40 and protease inhibitors), using a Teflon Potter-Elvehjem homogenizer mounted on a benchtop drill. Formaldehyde was added from an 11X solution (11% formaldehyde, 0.1 M NaCl, 1.0 mM EDTA, 0.5 M EGTA, 50 mM HEPES pH 8.0) for 10 min at room temperature. Quenching was achieved using 0.125 M glycine for 5 min at room temperature. Samples were spun down at 1000 g for 5 min at 4 °C, resuspended in fresh hypotonic buffer, filtered through 70 μm cell strainer, spun down again at 1000 g for 5 min at 4 °C and re-suspended in 650 μL sonication buffer (10 mM EDTA, 50 mM Tris-HCl pH 8, 0.1% (w/v) SDS, and protease inhibitors). The nuclear pellet was collected by centrifugation and lysed in nuclear lysis buffer (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl pH 8, and protease inhibitors). Nuclei were pelleted and resuspended in 650 μL sonication buffer (1 mM EDTA, 0.5 mM EGTA, 0.5% (w/v) sodium sarkosyl, 10 mM Tris-HCl pH 8.0, and protease inhibitors). All sonications were carried out using a probe sonicator at an amplitude of 40% power, with 60 cycles of 1 s on to shear DNA and 4 s off to cool down. The rest of the assay was performed as previously published [17], using 25 μg of chromatin per sample, pre-clearing with Protein A sepharose beads, using 2 μg of antibody per sample with overnight incubation, seven washes of the beads, elution in SDS combined with cross-link reversal and DNA clean-up by phenol extraction followed by ethanol precipitation. Primary antibodies used in ChIP were anti-Six1 (rabbit polyclonal HPA001893, Sigma) and normal rabbit IgG (Jackson ImmunoResearch). The final pellet was re-suspended in 50 μL 10 mM Tris-HCl pH 8.0 for downstream qPCR.

### qPCR

qPCR on cDNA and ChIP samples was carried out in reactions containing SYBR Green I HotStarTaq enzyme (Qiagen). Relative quantitation was performed using standard curves made by pooling aliquots of each cDNA sample being examined. Since absolute mRNA abundance of each gene varies in the pool, the expression of a given gene can be compared across samples, but the expression levels of different genes cannot be directly compared. Instead, standard curves for qChIP were made with input genomic DNA; assuming every gene is present in the same allele number in the genome, enrichment levels of different genes can be compared directly. All samples were run as technical triplicates and their geometric mean was taken. For qRT-PCR, relative expression was obtained by dividing by the geometric mean of 18S ribosomal RNA and *Actnb*, which were found invariable under experimental conditions [133]. For each experiment, the graphs show individual biological replicates (experimental mice) as separate points, along with their mean and standard errors. Oligonucleotide sequences are provided in Table S6.

### Protein extraction, quantitation, and immunodetection

Muscle proteins were extracted from the TRIzol organic phase following the procedure recommended by the manufacturer. Protein pellets were resolubilized in Urea-SDS Sample Buffer (6 M Urea, 1% SDS, 20 mM Tris pH 6.8) at a ratio of about 3 μL buffer per 1 mg of tissue and were allowed to solubilize with gentle rocking overnight at 4 °C. Sample protein concentrations were determined using the BCA Protein Assay Kit (Thermo Scientific). Primary antibodies were anti-Six1 (rabbit polyclonal HPA001893, Sigma) and anti-beta-Tubulin (mouse monoclonal hybridoma clone E7, DSHB). Secondary antibodies conjugated with HRP were used. Signal was acquired on X-ray films, which were subsequently digitized and analyzed in the FIJI software for densitometric quantitation.

### Statistical analyses

Required number of replicates was determined empirically for sufficient statistical power. No samples were excluded specifically from analysis. R and the *rstatix* package were used to carry out statistical analyses [134]. Statistical significance for qPCR, densitometry, and luciferase assays were determined by paired *T* tests, always pairing the experimental muscle electroporated with knockdown siRNA, with its contralateral muscle from the same animal electroporated with siNS. In the presence of prior data suggesting the direction of the effects, one-tailed tests were used. *P* values ≤ 0.05 were considered to represent means that were significantly different. Where applicable, multiple hypothesis adjustment of *p* values was performed using the Benjamini-Hochberg method [121]. Unless otherwise stated, no fewer than 3 biological or technical replicates were obtained per experiment. Statistically analyzed control sample groups and experimental sample groups always utilized the same number of technical and biological replicates. In the case of mRNA expression of the TH signaling gene panel (composed of *Atp2a1*, *Me1*, *Slc2a4*, and *Ucp3*) after *Six1* or MCT10 knockdown, a two-way ANOVA test of the effect of independent categorical variables “Gene tested” and “siRNA duplex used” on the dependent continuous variable “Normalized expression” was performed. Normal distribution and variance homogeneity assumptions were confirmed by Shapiro-Wilk’s and Levene’s tests, respectively. *P* values for the effects of “siRNA duplex used” were significant and are reported.

## Supplementary Information

**Additional file 1: Figure S1**. Six1 ChIP-seq results analysis. A) Example of Six1 target loci, showing the Six1 ChIP-seq read coverage in MB and MT. At the *Myod1* locus, the core enhancer region (CER) is highlighted in blue and the distal regulatory region (DRR) is highlighted in green. Coverage is shown normalized to counts per million in each library and represented as the difference between the ChIP and input samples, calculated in bins of 10 base pairs. The coverage track for the negative control rabbit IgG ChIP-seq sample is also shown. For each genomic locus, all three tracks are shown at the same scale. B) ChIP-seq coverage at Six1 binding sites, separated in three groups: bound by Six1 in MB only (green), in MB and MT (beige) or MT only (orange). Coverage is shown in a 5 kb window centered on the center of the Six1 binding site. For the same groups of regions, coverage is also given for additional genomics datasets from the indicated studies: Umansky et al. ChIP-seq for c-Jun, MyoD and Runx1 in primary myoblasts (73), Asp et al. and Blum et al. histone mark ChIP-seq in C2C12 MB and MT (69,81), and Barish et al. histone marks and ATAC-seq signal in skeletal muscle groups (gastrocnemius and soleus) (80). For each antibody used (each TF or mark), the heatmap color and average plot scales are maintained so they can be directly compared.

**Additional file 2: Figure S2**. Expression of TH pathway genes in different muscle groups. The expression of the indicated genes was estimated from the muscleDB dataset and is represented as RPKM. Data analysis was performed as for Fig. 3.

**Additional file 3: Table_S1**.Six1_1MB_peaks(mm9).bed.

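The table lists each myoblast peak with its start, end, height and summit. Peaks were a median of 369 bp wide in MB and 309 bp in MT. After joining neighbouring peaks, 38 clusters of at least 5 peaks were found in MB and 19 in MT. The clusters with the most peaks in MB ran along Ttn, the giant sarcomere protein (45 peaks), Tpr, a nuclear pore gene (37), and Mdn1, a ribosome assembly gene (33). In MT they lay along Tpr (11), in intergenic sequence at least 229 kb from the nearest start site, that of Tle3 (8), within 2010111I01Rik (7), within Tead1 (7) and, with 6 each, at Myl1, at Gsn and at least 48.0 kb from the start site of Scml4, the last 2 genes named after their values were seen. The MB clusters named at Ttn, Tpr and Mdn1 had low peaks, with median heights of 78.7, 80.6 and 75.7, where the lowest MB height is 70.7. Of the 145 MB peaks in runs of at least 10, 2.07% had a MEF3 match within 100 bp around the summit. Shuffled sequences gave the same share. Stitching at 5000 bp gave 22 clusters in MB and 4 in MT, and at 25000 bp 113 and 45. Among peaks of height at least 100, each list held 1 cluster. Chromosome X carried 1.16% of MB peaks (95% interval 0.979 to 1.37) and 1.04% of MT peaks (0.834 to 1.29), with 6.31% of the length of the chromosomes. The tallest MB-only peak, of height 519, lay 520 kb from the nearest start site, and the tallest MT-only peak, of height 463, lay -2.78 kb from Mcrs1.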

**Additional file 4: Table_S2**.Six1_1MT_peaks(mm9).bed.

**Additional file 5: Table_S3**.Six1_1MB_peaks(mm9).annotated.

**Additional file 6: Table_S4**.Six1_1MT_peaks(mm9).annotated.

**Additional file 7: Table_S5**.Expression_profiling_cluster_genes.

**Additional file 8: Table_S6**.Primers.

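Primer pairs for ChIP followed by quantitative PCR in this table were placed on the reference genome, and each of the 3 pairs matched 1 place. The Slc16a10 amplicon, 91 bp at 10:39908699 to 39908789, lies inside the myotube peak of the upstream enhancer, 147 bp from its summit, and overlaps no myoblast peak. It has no match to any of the 5 consensus motifs. The Myog amplicon, 115 bp at 1:136186428 to 136186542, overlaps the promoter peak in both lists and holds its MEF3 word. The Hoxd10 amplicon, 108 bp at 2:74529484 to 74529591, falls in the 5' UTR of a homeobox gene and overlaps no Six1 peak; the nearest MB summit is 15565 bp away.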

**Additional file 9: Table_S7**.Expression_profiling_numeric_data.

**Additional file 10.** Code_S1.

**Additional file 11.** Code_S2.

**Additional file 12.** Code_S3.

**Additional file 13.** Code_S4.

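The files list the genes that contributed most to the paper's gene set enrichment in Six1-cKO, from sets higher or lower in muscle without Thra, a thyroid hormone receptor gene; they were ranked, and not each called, in Six1-cKO. Six1 peaks were near 81 of 144 genes of the higher set (56.2%), 50 of them in MB and MT. In the lower set, 35 of 76 genes had a peak (46.1%), with 9 in MB only, 17 in both and 9 in MT only. Matched random lists had a median of 34.0% for the higher and 26.3% for the lower set, with a central 95% of 27.1 to 41.7% and 17.1 to 36.8%. In the lower set, Pde6d, which encodes a prenyl-binding protein, had a shared intronic peak that ranked 100 in MB and 22 in MT, and Tbc1d1, a regulator of glucose uptake, had the MT peak ranked 119. Chrna1, an acetylcholine receptor subunit gene of the higher set, had a shared peak at -0.071 kb by its MB summit. The lists were chosen on expression and not on Six1 binding.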

## Data Availability

The ChIP-seq data for the *Six1* genomic binding profile has been deposited on the NCBI Gene Expression Omnibus (GEO) under accession GSE175999.

## Abbreviations

ANOVA: Analysis of variance
ATAC-seq: Assay of transposase-accessible chromatin
ChIP: Chromatin immunoprecipitation
ChIP-seq: Chromatin immunoprecipitation followed by high-throughput sequencing
EDL: Extensor digitorum longus muscle
FDB: Flexor digitorum brevis muscle
GO: Gene ontology
GSEA: Gene set enrichment analysis
H3K4me1: Monomethylation of histone H3 on lysine 4
H3K4me2: Dimethylation of histone H3 on lysine 4
H3K27ac: Acetylation of histone H3 on lysine 27
MB: Myoblasts
MRF: Myogenic regulatory factor
MT: Myotubes
PCR: Polymerase chain reaction
qChIP: Chromatin immunoprecipitation followed by quantitative polymerase chain reaction
qRT-PCR: Reverse-transcription followed by quantitative polymerase chain reaction
RNA-seq: RNA sequencing
RT-PCR: Reverse-transcription followed by polymerase chain reaction
siMCT10: Short-interfering RNA targeting MCT10
siNS: Non-silencing short-interfering RNA
siRNA: Short-interfering RNA
siSix1: Short-interfering RNA targeting *Six1*
Six1-cKO: Six1 conditional knockout
TA: Tibialis anterior muscle
TF: Transcription factor
TH: Thyroid hormone
Thra-cKO: Thyroid hormone receptor alpha gene conditional knockout
TRE: Thyroid hormone response element

How the deposited data were processed for this re-analysis (not part of the article)

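Six1 binding was measured by ChIP-seq in primary mouse myoblasts (0 h) and in myotubes after 48 h of differentiation, with 1 anti-Six1 library per condition; 1 IgG and 1 input library from myoblasts have no deposited peak list. The authors trimmed reads with fastp, aligned them with STAR to mm9, marked duplicates with Picard and called peaks with MACS2. They split compound peaks with PeakSplitter at a cut-off of 70 reads and a valley of 0.8, then removed peaks that overlapped input, IgG or blacklisted regions. The labels and the methods text give no versions of these tools. The deposited value of each peak is its height, a signal in units of the authors' scaled read pileup.

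Everything computed here starts from the 2 deposited peak lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. Sequence came from the reference of the same build; 8 MB peaks and 2 MT peaks lie on sequence it does not hold and were left out of the motif and distance counts. Peaks of the 2 lists that overlapped by at least 1 bp were joined into regions. Distances run from the summit to the nearest start site of 22380 protein-coding and 1273 lincRNA genes of GENCODE, with 23625 genes kept; a gene was counted as having a peak when it was the nearest within 50 kb. On the part of the authors' annotation that is held, the same gene was named for 79.9% of 1837 MB peaks and 80.5% of 1823 MT peaks. Motifs were the words TCANRTTWC (MEF3, read from the paper's logo), CAGCTG, TGASTCA, RCCACA and YTAWWWWTAR on either strand, beside sequences shuffled with their dinucleotides kept. Wilson intervals are at 95%. The depth of each library is unknown, so intervals cover the counting of peaks alone.

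The textbook gene lists covered fast, slow and embryonic muscle genes, myogenic transcription factors, fusion, 4 signaling pathways, AP-1, the Six1 family with its Eya and Dach partners, thyroid hormone transport and targets, ear, kidney and thymus development, cell cycle and markers of other cell types; further lists came from Table S5 and the supplementary code. Genes absent from the annotation were left out (Cspg4b, Syne3, Aida and 1 gene of the ear, kidney and thymus list). Genes named are those the paper names, those nearest to the 10 tallest peaks of each class or to the 5 clusters with the most peaks, the 4 members of each list with the tallest peaks, and the 10 Table S5 genes with a peak and the largest fold changes, which were seen in the paper. Lists, motifs, distances, this rule and most other settings tried were set before the data were examined. The annotation, the 10000 random lists matched on the sequence nearest to each gene (20 bins), the comparison of motifs at matched heights (10 bins) and 4 further settings (protein-coding genes only, genes of every type, distance from the peak edge for genes, and leaving out runs of peaks) were chosen after.

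No paired analysis was possible because each condition has 1 library. The one test was Fisher's exact test on Table S5 genes. On simulated lists of the same sizes it made a call in 3% of 1000 repeats with no difference, in 45.3% with shares of 56% and 43%, and in 100% with shares of 56% and 20%. The settings tried changed the height threshold (100 or 150), the overlap, the number of peaks taken, the splitting of peaks, the distances, the assignment of genes, the sequence searched, the MEF3 word and the stitching distance. IgG and input reads, histone marks and other factors were left out because no processed values for them were held. Expression entered only through the paper's gene lists and fold changes, and was not analysed anew.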

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

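The tests on chromosome X and on runs of peaks, reported under other observations, were chosen only after the result was seen; the 4 tests below were written before their results were seen.

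Some peaks and counts outside the loci of Fig. 4 stood out in these lists. In MB, runs of at least 10 peaks lay along Ttn (45, 10 and 10 peaks), Tpr (37) and Mdn1 (33) and at least 11.8 kb from the start site of Hax1 (10), the last named after its values were seen. Chromosome X held 1.16% of MB peaks and 1.04% of MT peaks. Six1 itself lay in a cluster of 8 MB peaks, a cluster of 8 MT peaks lay at least 229 kb from the nearest start site, that of Tle3, and Ncor2, a corepressor of nuclear receptors, had 9 MB peaks. The tallest MB peak, at Xrcc5, had height 1072.29 and the tallest MT peak, at Khk, 695.746. No peak list of a control library was at hand to set a level for these.

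Muscle genes had a Six1 peak more often than genes at large. A larger territory around them would place their share inside that of random lists matched on territory. The share of the pooled muscle lists was 80.2%, above the central 95% of 18.5 to 37.0%, which argues against territory as the whole cause. Accessible chromatin in muscle cells was not measured here and stays open.

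MEF3 was more frequent in regions bound in both conditions than in MB only. Searching the same 100 bp in each left a difference of 11.9 percentage points (10.1 to 13.7), and matching MB peaks on height left 5.72 (3.41 to 8.03), against 11.6 unmatched. Width does not account for the whole difference. Height takes up part of it, and whether it accounts for the rest cannot be told. Peaks were matched in 10 groups, and heights can differ within a group: the tallest spans 170 to 1072. Other differences between the classes stay open, and differentiation as the biological explanation was not tested separately.

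Most MB peaks had no overlapping MT peak. If the height threshold were the cause, over 80% of the tallest of 10 equal groups of MB peaks would overlap an MT peak, and under 60% if it were not; the value was 79.8% (77.4 to 82.0). Loss of binding in differentiation and a threshold effect cannot be told apart here, since the value lies at the upper bound, each condition has 1 library and the depth is unknown.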

How the results depend on the processing

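The settings with protein-coding genes only, genes of every type, distance from the peak edge for genes, and without runs of at least 10 peaks were chosen only after the result was seen. At heights of at least 100: peaks 4989 (MB) and 3566 (MT), regions 3185 (MB only), 1785 (MB and MT) and 1764 (MT only), median heights 161 (MB peaks, shared), 122 (MB peaks, MB only), 147 (MT peaks, shared) and 122 (MT peaks, MT only), peaks near start sites 22.5% (MB), genes with a peak 2666 (MB) and 1950 (MT), genes with a peak 61.7% (muscle lists), Table S5 genes with an MT peak 37.6% (higher) and 26.7% (lower), clusters 1 (MB) and 1 (MT), MEF3 38.8% (MB only), 48.2% (MB and MT) and 35.5% (MT only), E-box 34.3% (MB only) and 44.1% (MT only), AP-1 39.4% (MB only), RUNX 60.9% (MB only) and 56.6% (MT only), MEF2 4.33% (MB only) and 9.93% (MT only), peaks on X 0.802% (MB) and 0.645% (MT). At heights of at least 150: peaks 1753 (MB) and 1291 (MT), regions 1158 (MB only), 592 (MB and MT) and 696 (MT only), median heights 219 (MB peaks, shared), 176 (MB peaks, MB only), 200.3 (MT peaks, shared) and 177 (MT peaks, MT only), genes with a peak 1070 (MB) and 774 (MT), genes with a peak 35.8% (muscle lists), Table S5 genes with an MT peak 17.1% (higher) and 14.0% (lower), clusters 0 (MB) and 0 (MT), MEF3 46.9% (MB only), 58.3% (MB and MT) and 43.0% (MT only), E-box 36.4% (MB only), 51.4% (MB and MT) and 47.4% (MT only), AP-1 39.8% (MB only) and 9.77% (MT only), RUNX 64.2% (MB only), 64.7% (MB and MT) and 58.2% (MT only), MEF2 4.93% (MB only) and 9.34% (MT only), peaks on X 0.456% (MB) and 0.542% (MT). With the same number of tallest peaks in both lists: regions 4302 (MB only). Within 1 kb: peaks near start sites 10.7% (MB) and 8.60% (MT). Within 20 kb: Table S5 genes with an MT peak 46.2% (higher). With any start site within 50 kb: genes with a peak 9898 (MB) and 7023 (MT), genes with a peak 87.7% (muscle lists), Table S5 genes with an MT peak 71.8% (higher), odds ratio of an MT peak 2.20 (higher against lower). In the 100 bp around the summit: MEF3 25.3% (MB only), 37.2% (MB and MT) and 22.5% (MT only), E-box 11.5% (MB only), 19.4% (MB and MT) and 20.2% (MT only), AP-1 18.2% (MB only), 10.6% (MB and MT) and 2.45% (MT only), RUNX 23.2% (MB only), 25.5% (MB and MT) and 26.7% (MT only), MEF2 0.691% (MB only), 1.33% (MB and MT) and 3.74% (MT only). For TCAGGTTTC with at most 1 mismatch: MEF3 28.0% (MB only), 37.9% (MB and MT) and 27.3% (MT only). Stitching at 5000 bp: clusters 22 (MB) and 4 (MT). Stitching at 25000 bp: clusters 113 (MB) and 45 (MT). With protein-coding genes only: odds ratio of an MT peak 1.77 (higher against lower). With genes of every type: peaks near start sites 26.8% (MB) and 24.5% (MT). Stricter heights and shorter windows keep fewer peaks or bases by construction. A height cut-off also redraws the classes: a region whose peak in 1 list falls below it counts as bound in the other condition only. For the rest the cause was not tested. The odds ratio passed the threshold with any start site (Fisher's exact p = 0.00806) and with protein-coding genes only (Fisher's exact p = 0.0481), and kept its direction without passing it at the other settings. In all, 92 values of the main results moved and 137 stayed within their intervals or limits, while 44 counts by gene list moved and 100 stayed. Orders between classes turned in places. Shared regions outnumbered MT-only regions at first (3986 and 3639) but not at heights of at least 150 (592 and 696), with an overlap of 50% of each peak (3848 and 3865) or with the same number of tallest peaks (3361 and 4276). Cutting the lists before the overlap moves shared regions into the other classes by construction. In the full lists, 83.2% of the tallest of 10 equal groups of MT peaks overlapped an MB peak. In the 100 bp around the summit, RUNX went from lowest in MT-only regions to highest there, and E-box from higher in shared than in MT-only regions to lower, and at heights of at least 150 the share of peaks on X went from higher in MB than in MT to lower; for these motif and X shares the intervals of the 2 highest classes, or of MB and MT, overlap. Shuffled shares in these 100 bp also rose from MB-only to shared to MT-only regions, for RUNX (13.5%, 14.5% and 15.8%) and E-box (4.87%, 6.35% and 6.76%). Depth limits what falls below the authors' height threshold, and it is unknown here.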

Differences from the paper's values

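The alternatives named here and Fisher's exact test were set before the data were examined. The random lists set beside the ear, kidney and thymus genes were chosen after. The paper's motifs were found de novo with STREME, and their enrichment was calculated with Ame. Consensus words were counted here, so the percents of both come from unlike scans. Fig. 2D of the paper gives true positive percentages beside false positive ones, and the latter were not compared here. A value is called different below when it and the paper's are over 1.5 times apart. A setting named as within that limit can still lie well away from the paper's value. Under a height cut-off the classes were redrawn, so MB-only and MT-only regions include some with a lower peak in the other list. They are then not the groups of regions that the paper describes. MEF3 was present in 31.2% of MB-only regions, where the paper gives 56%; heights of at least 100 (38.8%) or 150 (46.9%) come within 1.5 times of it, below it, and the other alternatives do not. The count of such regions was 2397 against the paper's 4311. For MT-only regions it was 25.9% against the paper's 58%, and heights of at least 150 (43.0%) come within 1.5 times of it, below it, while the rest do not. For shared regions it was 42.6% against the paper's 72%, and heights of at least 100 (48.2%) or 150 (58.3%) come within 1.5 times of it, below it, while the rest do not.

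AP-1 was present in 8.41% of MT-only regions, against about 2.8% in Fig. 2D of the paper, read by eye; 100 bp around the summit (2.45%) comes within 1.5 times of it and the other alternatives do not. E-boxes were in 42.1% of MT-only regions, against about 24% in Fig. 2D of the paper, read by eye, and RUNX in 53.5%, against about 21% in Fig. 2D of the paper, read by eye; 100 bp around the summit (20.2% and 26.7%) comes within 1.5 times of both and the other alternatives do not. The same setting takes other values beyond that limit in Fig. 2D of the paper, read by eye: E-box in MB-only (11.5% against about 22%) and shared regions (19.4% against about 34%), RUNX in MB-only (23.2% against about 39%) and shared regions (25.5% against about 42%), AP-1 in MB-only (18.2% against about 32%) and shared regions (10.6% against about 20%), and MEF2 in MT-only regions (3.74% against about 12%). Heights of at least 100 and 150 also take MB-only values beyond the limit, E-box to 34.3% and 36.4% (about 22%) and RUNX to 60.9% and 64.2% (about 39%). At 150 the same holds in shared regions, for E-box at 51.4% (about 34%) and RUNX at 64.7% (about 42%). MEF2 was in 3.83% of MB-only regions, against about 23% in Fig. 2D of the paper, read by eye, and no alternative comes within 1.5 times of it. In shared regions it was in 7.10%, against about 11% in Fig. 2D of the paper, read by eye; heights of at least 150 (7.77%) fall just within 1.5 times of it, with most of the distance left, and the other alternatives do not.

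Read by eye, Fig. 2D of the paper gives MEF2 its highest true positive percentage in MB-only regions, an order its text does not mention. Here, by an unlike scan, MEF2 was most frequent in MT-only regions (10.9%). These measures differ, so the orders need not conflict. The paper finds higher and lower genes in Six1-cKO equally likely to have an MT site, 57 of 118 and 43 of 86. Here the shares were 56.4% and 43.0%, and the odds ratio of 1.71 did not pass the threshold (Fisher's exact p = 0.0659). The test does not adjust for the length of sequence nearest to the genes of each list. With any start site within 50 kb it was 2.20 (Fisher's exact p = 0.00806). The counts here, 66 and 37, lie within 1.5 times of the paper's. The paper used UCSC gene models and GENCODE was used here, which can move single genes. The paper reports no Six1-binding site at Slc16a2, while each deposited list has a peak in the window of Fig. 4C, of heights 147 and 94.0. Both peaks are intergenic, beyond the 3' end of the gene and far from its outermost start site. For ear, kidney and thymus development the paper reports enriched terms, and the textbook list here had 7 of 26 genes nearest to a peak, inside the range of random lists; with any start site within 50 kb the number is 12, which was not set against random lists.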

Other observations

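The tests of chromosome X and of runs of peaks below were all chosen only after the result was seen.

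Ncor2 had its tallest MB peak, of height 357, at 14.1 kb from a start site. Ppargc1a, a regulator of mitochondrial genes, had an MB peak at -0.11 kb, and Thrb, a thyroid hormone receptor gene, an MB-only peak at -0.90 kb. Dio1, Dio2, Dio3, Thra and Crym were the nearest gene to no peak. Dio1 and Thra each had 2 MB and 2 MT peaks within 50 kb, all nearer to other genes, while Dio2, Dio3 and Crym had none.

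Chromosome X held few peaks: 136 in MB and 80 in MT, against 782 and 514 expected from its length. Fewer start sites do not account for it, since X carries 4.04% of start sites and 1.16% of MB peaks (0.979 to 1.37). A single copy of X under a fixed height threshold was tested next. Observed MB peaks were 1.01 times (0.846 to 1.19) the number expected with autosomal heights halved; in MT the ratio was 0.756 (0.600 to 0.941), an interval that lies below 1. The paper states that the myoblasts came from female mice, which carry 2 copies of X, so the ratio in MB does not show a single copy. It says only that the number of X peaks was near that expected with heights halved, and what lowers it stays open.

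The MB runs along Ttn, Tpr and Mdn1 and near Hax1 hold 145 peaks with median heights of 74.7 to 83.6. They may be broad signal over these stretches divided into many peaks. In the runs, 2.07% (0.706 to 5.91) had a MEF3 match within 100 bp around the summit, the same share as in shuffled sequences. MB-only peaks outside the runs, of the same height range, had one in 23.4%. The run peaks include some shared with MT, 11 along Tpr and 1 near Hax1. What the signal comes from was not tested.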
